# Long-term dietary replacement of fishmeal and fish oil in diets for rainbow trout (*Oncorhynchus mykiss*): Effects on growth, whole body fatty acids and intestinal and hepatic gene expression

**DOI:** 10.1371/journal.pone.0190730

**Published:** 2018-01-24

**Authors:** Viviana Lazzarotto, Françoise Médale, Laurence Larroquet, Geneviève Corraze

## Abstract

The effects of replacing fishmeal and fish oil with a plant-based diet were studied in juvenile (10g) and ongrowing (250-350g) rainbow trout from first-feeding. Feed-related differences in the intestinal and hepatic transcriptome were examined in juveniles after 7 months of feeding at 7°C. Based on microarray results obtained for juveniles, the expression of selected genes related to lipid, cholesterol and energy metabolisms, was assessed by RT-qPCR in ongrowing trout after 6 additional months of feeding at 17°C. Plasma glucose and cholesterol, lipid content and fatty acid profile of whole body were analyzed at both stages. After 7 months at 7°C, all juveniles reached the same body weight (10g), while at 13 months ongrowing fish fed the totally plant-based diet exhibited lower body weight (234 *vs* 330-337g). Body lipid content was higher in juveniles fed the totally plant-based diet (13.2 *vs* 9.4–9.9%), and plasma cholesterol was about 2-times lower in trout fed the plant-based diets at both stages. Fatty acid profile mirrored that of the respective diet, with low proportions of long-chain n-3 polyunsaturated fatty acids in fish fed plant-based diets. Genes involved in protein catabolism, carbohydrate metabolism and trafficking were down-regulated in the intestines of juveniles fed the plant-based diets. This was not true for ongrowing fish. Genes involved in lipid and cholesterol metabolisms were up-regulated in the livers of fish fed plant-based diets for both stages. In this study, feeding trout a totally plant-based diet from first-feeding affect a relatively low proportion of metabolism-related genes. In the longer term, when fish were reared at a higher temperature, only some of these changes were maintained (*i*.*e*. up-regulation of lipid/cholesterol metabolism). Although the plant-based diets tested in this study had no major deficiencies, small adjustments in the feed-formula are needed to further optimize growth performance while sparing marine resources.

## Introduction

Aquaculture production has increased almost 12-fold [1] over the last three decades and now provides consumers with a consistent supply of high-quality seafood. This rapid growth in production has resulted in an increased demand for aqua-feeds. Availability of traditional aqua-feed ingredients, including fish meal (FM) and fish oil (FO), has not increased with demand, and today readily available alternative sources of proteins and lipids are required [2]. Many studies have evaluated the effects of replacing FM and FO with plant ingredients, and as a result, the FM and FO contents of commercial aqua-feeds have decreased in recent years [3]. However, extensive use of plant products has several known disadvantages, particularly with respect to differences in amino acid (AA), cholesterol and fatty acid (FA) compositions between plant and marine feed ingredients, as well as the presence of anti-nutritional factors found in plant feedstuffs [4]. These differences in composition can interfere with feed utilization, and certain negative effects are observed with high levels of substitution. For example, growth performances were reduced in juvenile Atlantic salmon (*Salmo salar*) fed a diet in which 80% FM and 70% FO were replaced by plant ingredients [5]. Decreased growth was also observed in juvenile rainbow trout (*Oncorhynchus mykiss*) fed a completely plant-based diet, compared to trout that were fed a diet containing marine ingredients [6]. The authors of these studies suggested that the lower growth observed was mainly related to the substitution of FM, rather than the replacement of FO.

The replacement of marine ingredients, and in particular the substitution of FO with plant ingredients, is known to drastically modify FA composition of the diet. While none of the vegetable oils contain n-3 long chain polyunsaturated fatty acids (n-3 LC-PUFAs) such as eicosapentaenoic acid (EPA, 20:5 n-3) and docosahexaenoic acid (DHA, 22:6 n-3), they are rich in other FAs, mainly 18:0, 18:1, 18:2 n-6 and 18:3 n-3 [7]. The FA composition of fish tissue changes in response to the FA composition of the diet, as shown in previous studies in which dietary FM and FO were replaced with plant ingredients [5,8,9].

In addition to traditional measures of the effects of substitution of marine ingredients with plant sources, (*i*.*e*. growth performance and tissue FA composition), recent advances in functional genomics (*i*.*e*. gene expression) have provided new opportunities to better understand the basic molecular pathways involved in the response of fish to new diets [8,10,11]. Determining the patterns of gene expression through the study of tissue transcriptomes (mRNA expression) provides extensive information about how dietary ingredients are perceived by fish. This analysis provides a molecular snapshot of the physiological response of specific tissues [6,10,12]. The effects of replacing different proportions of FM and/or FO with plant ingredients on gene expression in fish tissues has been widely studied [5,6,8,13,14,15]. However, among the studies that focused on the liver, very few investigated the transcriptional effects of total and simultaneous replacement of marine ingredients with plant sources. Panserat et al. [6] presented evidence that the replacement of both FM and FO with plant ingredients in the diet of rainbow trout juveniles induced changes in the hepatic expression of genes involved in nucleic acid and glucose metabolisms, as well as in the expression of genes involved in lipid and protein metabolisms. In another study, carried out on European sea bass (*Dicentrarchus labrax*) there was stimulation of the lipogenic pathways in the livers of fish fed a totally plant-based diet [15].

While less studied than the liver, a growing number of reports have examined intestinal gene expression in fish in response to different levels of dietary replacement of marine ingredients with plant products [13,16,17,18,19]. A study on the effects of dietary FO replacement by vegetable oils on the intestinal transcriptome of Atlantic salmon, revealed that lipid and energy metabolisms were the functional categories most affected by diet [16]. Conversely, in a study where Atlantic cod (*Gadus morhua*) juveniles were fed diets that replaced FO with increasing proportions of vegetable oils (33% up to 100%), no major diet-induced metabolic changes were detected in the intestine [18]. In the same study, genes potentially able to alter cellular proliferation and death or change the structural property of intestinal muscle, were found to be up-regulated in the intestines of cod fed a diet with vegetable oils [18]. Replacing 30% of FM with plant ingredients in the diet of Atlantic halibut (*Hippoglossus hippoglossus*) induced an up-regulation in the intestinal expression of genes involved in immune responses and in xenobiotic detoxification, and down-regulation of genes involved in lipid transport, protein synthesis and cell growth [20]. Substituting 50% FM with plant protein in Atlantic salmon diet, resulted in changes in the intestinal expression of genes involved in protein and energy metabolism, as well as in genes involved in cell proliferation and apoptosis [13].

To date, the limited number of studies that have investigated the impact of total and concomitant substitution of FM and FO with plant products on the metabolic response of fish tissue have focused their scope to a relatively short- or middle-term experiment [6,15].

The primary objectives of this study were to investigate the diet-induced changes in the intestinal and hepatic transcriptome of juvenile rainbow trout after 7 months of feeding plant-based diets from first-feeding and to establish whether these changes would be maintained when trout are reared at optimum temperature (17°C) over a longer period (6 additional months).

## Materials and methods

### Feeding trial and experimental diets

The experiment was carried out in strict accordance with EU legal frameworks relating to the protection of animals used for scientific purposes (Directive 2010/63/EU) and according to the National Guidelines for Animal Care of the French Ministry of Research (Decree N° 2001–464, May 29, 2001). It was approved by the Ethics Committee of INRA (INRA 2002–36, April 14, 2002) and the scientist in charge of the experiment received training and personal authorization (N°B64 10 003).

The experimental plan of the present study can be divided into two sequential periods:

1^st^ period: from 1^st^ feeding to 7-months and 2^nd^ period: from 7 to 13 months. For clarity, throughout this manuscript, all 7-month old trout will be defined as “juveniles”, in accordance with the definition given by Kendall et al. [21] and 13-month old trout will be defined as “ongrowing fish”.

#### First period

The first period of the feeding trial took place at the INRA fish facilities of Lees-Athas (Permit N° A64 104 1). At the beginning of the experiment, rainbow trout (*O*. *mykiss*) fry with mean weight of 135 ± 1 mg, were randomly distributed among 12 tanks (310 fish per tank). Throughout the trial, 50-L tanks were used and water flow was set to ensure an oxygen concentration above 90% saturation. Fish were exposed to natural photoperiod condition and the water temperature was 7 ± 1°C. This low water temperature is ideal for trout during the first part of their development because it limits the risk of diseases, as is often done in commercial fish farms [22]. Fish were kept under these rearing conditions for 7 months. Throughout the trial, dead fish (if any) were removed daily and weighed. Rates of fish survival were assessed as a percentage of the initial number of fish which survived. The fish in each tank were bulk-weighed every 3 weeks in order to check the evolution of body weight as the experiment progressed.

During this first period of 7 months from the time of first feeding, trout were fed either a marine M-diet (based on FM and FO), or a commercial-like C-diet (46% of FM and 69% of FO replaced by plant ingredients), or a totally plant-based V-diet (100% plant proteins and vegetable oils) with four tanks of fish provided with each diet. These three experimental diets, presented in Tables 1 and 2, were the same as those previously described in Lazzarotto et al. [23] (pellets size: 1–3 mm). Fish were fed by hand, four times per day, until apparent satiation.

**Table 1:** Ingredients and composition of the experimental diets.

	*1*^*st*^ *period*			*2*^*nd*^ *period*		
*Diets*	M	C	V	M	C	V
*Ingredients (%)*						
**Fish meal** *	**65.2**	**30.0**	**0.0**	**54.3**	**30.0**	**0.0**
Corn gluten	0.0	13.2	24.0	0.0	10.2	18.0
Soybean meal 48	0.0	6.1	2.0	0.0	6.3	4.3
Wheat gluten	0.0	10.0	22.0	0.0	5.0	12.1
Soy protein concentrate	0.0	10.2	20.0	0.0	3.5	18.1
White lupin	0.0	0.4	2.5	0.0	6.5	5.0
Peas	0.0	4.1	0.0	0.0	6.9	2.4
Rapseed meal 00	0.0	6.2	2.3	0.0	6.3	9.8
Extruded whole wheat	21.1	1.3	0.0	30.1	7.2	2.8
**Fish oil** **	**11.7**	**8.1**	**0.0**	**13.6**	**8.0**	**0.0**
Rapeseed oil	0.0	8.1	6.7	0.0	8.0	7.3
Linseed oil	0.0	0.0	6.7	0.0	0.0	7.3
Palm oil	0.0	0.0	3.6	0.0	0.0	3.0
Min.-Vit. premix ***	2.0	2.0	2.0	2.0	2.0	2.0
Soy lecithin	0.0	0.0	2.0	0.0	0.0	2.0
L-lysine	0.0	0.3	1.5	0.0	0.1	1.5
L-methionine	0.0	0.01	0.3	0.0	0.0	0.3
CaHPO_4_.2H_2_0 (18% P)	0.0	0.0	2.9	0.0	0.0	2.6
Attractant mix	0.0	0.0	1.5	0.0	0.0	1.5
*Composition (% DM)*						
Dry matter (DM, %)	94.3	95.3	95.5	93.8	95.2	95.0
Crude protein	48.9	53.3	52.9	44.4	46.3	47.2
Crude fat	21.5	22.1	21.8	22.0	24.2	24.5
Starch	20.5	11.5	8.2	20.0	11.5	8.0
Energy (kJ/g DM)	23.0	24.2	24.1	23.9	24.3	25.1
Total sterols	0.70	0.55	0.36	0.68	0.51	0.41

*Origin co-fishery products—all species

** Origin co-fishery products—sardines

*** Min.-Vit. premix: Mineral premix (g or mg kg^−1^ diet): calcium carbonate (40% Ca), 2.15 g; magnesium oxide (60% Mg), 1.24 g; ferric citrate, 0.2 g; potassium iodide (75% I), 0.4 mg; zinc sulphate (36% Zn), 0.4 g; copper sulphate (25% Cu), 0.3 g; manganese sulphate (33% Mn), 0.3 g; dibasic calcium phosphate (20% Ca, 18% P), 5 g; cobalt sulphate, 2 mg; sodium selenite (30% Se), 3 mg; KCl, 0.9 g; NaCl, 0.4 g (UPAE, INRA).

Vitamin premix (IU or mg kg^−1^ diet): DL-a tocopherol acetate, 60 IU; sodium menadione bisulphate, 5 mg; retinyl acetate, 15,000 IU; DL-cholecalciferol, 3000 IU; thiamin, 15 mg; riboflavin, 30 mg; pyridoxine, 15 mg; B12, 0.05 mg; nicotinic acid, 175 mg; folic acid, 500 mg; inositol, 1000 mg; biotin, 2.5 mg; calcium pantothenate, 50 mg; choline chloride, 2000 mg (UPAE, INRA).

M: marine FM-FO-based diet

C: commercial-like FM-FO & plant-based diet

V: experimental 100% plant-based diet

**Table 2:** Proportions of the main fatty acids (% of total FA) in experimental diets.

	*1*^*st*^ *period*			*2*^*nd*^ *period*		
	M	C	V	M	C	V
*Fatty acid*						
**SAT**	30.8	20.9	18.5	26.6	18.2	17.6
**MUFA**	33.2	41.9	38.3	28.9	42.9	37.9
18:2 n-6	3.2	12.5	21.5	2.9	12.0	21.4
20:4 n-6	0.7	0.4	0.0	0.8	0.4	0.0
**PUFA n-6**	4.3	13.1	21.5	4.3	12.8	21.4
18:3 n-3	1.1	4.8	21.3	0.8	4.5	22.7
18:4 n-3	2.1	1.2	0.0	2.3	1.3	0.0
20:5 n-3	11.1	6.7	0.0	14.7	8.3	0.0
22:5 n-3	1.1	0.7	0.0	1.7	1.1	0.0
22:6 n-3	6.7	4.2	0.0	9.9	5.5	0.0
**PUFA n-3**	23.3	18.1	21.3	30.8	21.4	22.7

M: marine FM-FO-based diet

C: commercial-like FM-FO & plant-based diet

V: experimental 100% plant-based diet

SAT: saturated fatty acids

MUFA: monounsaturated fatty acid

PUFA: polyunsaturated fatty acid

#### Second period

For the second period of the trial, fish were transferred to the INRA experimental facilities in Donzacq (Permit N° A40 2281). On arrival, fish within each dietary group (*e*.*g*. M-, C- or V-fed trout) were split into 3 tanks with 150 trout per tank (9 tanks in total). The fish were acclimated to the new rearing conditions for two weeks and fed with their respective diets. At the start of the second experimental period, the average weight of fish was 12.5 g. Throughout the trial, 200-L tanks were used (maximum stocking densities: 26 kg/m^3^) and the oxygen saturation was greater than 90%. Fish were exposed to natural photoperiod condition and the water temperature was 17 ± 1°C. This water temperature corresponds to the thermal preferendum for growth of rainbow trout [22]. Fish were maintained under these rearing conditions for 6 months. As it was done during the first period of the trial, dead fish (if any) were removed daily and weighed. Rates of fish survival were assessed as a percentage of the initial number of fish that survived. The fish in each tank were bulk-weighed every 3 weeks in order to check the evolution of body weight as the experiment progressed.

Diets used throughout this second period of the trial contained the same ingredients as those used for the first period. In order to adapt the formulation to different stages and fish size, the proportions of these ingredients were slightly different among diets used in the first and the second part of the trial. Details about the ingredients and composition of the experimental diets are given in Table 1 and the proportions of the main FA in the diets in Table 2. The pellet size was adapted to fish size and during the second part, ongrowing fish received 4–5 mm diets. Fish were hand-fed twice a day to apparent visual satiety, in order to avoid any uneaten pellets, and feed distributed was recorded. Feed efficiency (FE) was calculated as follows: FE = g weight gain/g dry feed given.

### Sampling

#### First period

By the end of the 7-month feeding period, 12 fish were taken from each tank 48 hours after the last meal, euthanized by immersion in a 6% benzocaine solution (anesthetic overdose), and weighed. Fish were then separated into two pools of 6 fish each, and stored at -20°C for whole body lipid content and whole body FA profile analyses.

An additional 4 fish were collected from each tank. These fish were then anaesthetized and their blood was drawn from the caudal vein and collected in heparinized syringes and centrifuged (3 000 *g*, 5 min). The plasma recovered was immediately frozen and kept at -20°C until further analysis. Fish were then euthanized by anesthetic overdose, dissected and the intestine and liver were sampled for gene expression analysis (*e*.*g*. transcriptomic and RT-qPCR). Samples were immediately frozen in liquid nitrogen and stored at -80°C until analysis.

#### Second period

By the end of the experiment, 5 fish per tank were sampled 48 hours after the last meal, euthanized by immersion in a 6% benzocaine solution, pooled and stored at -20°C for whole body lipid content and whole body FA profile analyses.

For an additional 5 fish per tank, blood was removed from the caudal vein and plasma was recovered as previously described. Fish were then euthanized by anesthetic overdose, dissected and the intestine and liver were sampled for gene expression analysis (RT-qPCR). Samples were immediately frozen in liquid nitrogen and stored at -80°C until analysis.

### Chemical analysis of the diets

Feeds were ground before determination of proximate composition according to standard procedures [24]. The chemical composition of the diets was analyzed as follows: dry matter (DM) after drying at 105°C for 24 h, lipid content by petroleum ether extraction (Soxtherm, Gerhardt, Konigswinter, Germany), protein content (N× 6.25) by the Kjeldahl method after acid digestion, gross energy in an adiabatic bomb calorimeter (IKA, Heitersheim Gribheimer, Germany), and starch by enzymatic method [25].

Total sterols in diets were measured according to the Liebermann-Burchard method [26].

### Plasma metabolite analysis

Plasma glucose (Glucose RTU, BioMérieux, Marcy-l’Etoile, France) and cholesterol (CHOL100, Sobioda) levels were determined using commercial kits adapted to a micro-plate format, according to the recommendations of the manufacturer.

### Lipid and fatty acid analysis

Whole body fish from each tank were pooled and ground. Total lipids were extracted after homogenization in dichloromethane/methanol (2:1, v/v), with 0.01% butylated hydroxytoluene (BHT) as an antioxidant, using an Ultra-Turrax (IKA-Werke, Germany) tissue disrupter and quantified gravimetrically [27]. Fatty acid methyl esters (FAME) were prepared from diet and fish lipid extracts according to Shantha & Ackman [28]. FAMEs were then analyzed in a Varian 3900 gas chromatograph equipped with a fused silica DB Wax capillary column (30m x 0.25 mm internal diameter, film thickness 0.25 μm; JW Alltech, France). Injection volume was 1 μl, using helium as carrier gas (1 ml/min). The temperatures of the injector and the flame ionization detector were 260°C and 250°C, respectively. The thermal gradient was as follows: 100–180°C at 8°C/min, 180–220°C at 4°C/min and a constant temperature of 220°C for 20 min. Fatty acids were identified with reference to a known standard mixture (Sigma, St Louis, MO, USA) and peaks were integrated using Varian Star Chromatography Software (Star Software, version 5). Individual FAs were expressed as a percentage of total FAME identified.

Amounts of EPA+DHA (g fish^-1^) were calculated taking into account, for each tank, mean body lipid content (g fish^-1^) and the percentages of EPA and DHA in body lipids. Values were expressed as mean per dietary treatment.

### RNA isolation

Among all of the collected tissue, intestine (mid-gut) and liver samples were chosen by selecting the fish with a body weight closest to the mean body weight per tank. Total RNA was extracted from individual intestines (mid gut) and from the livers of juveniles (n = 2 per tank, n = 8 per dietary treatment) and ongrowing fish (n = 2 per tank, n = 6 per dietary treatment).

Prior to extraction, samples were homogenized using Precellys24 (Bertin Technologies, Montigny-le-Bretonneux, France) in 2 ml tubes containing TRIzol^®^ reagent (Invitrogen, Carlsbad, CA) and 2.8 millimeter ceramic beads, 2 × 10 s, separated by 15 s off, at 5,000 rpm. The extraction of total RNA was then performed according to the manufacturer’s recommendations. The quantities of extracted RNA were analyzed using a spectrophotometer (ND-1000, Nanodrop). The quality of extracted RNA was assessed on the basis of RNA Integrity Number (RIN) using a Bioanalyzer (Agilent Technologies, Kista, Sweden).

### Microarray hybridization and analysis

The microarray analysis was performed on juveniles at the end of the first period of the trial. Samples of RNA from individual intestines (mid gut) and from the livers of juveniles (8 individual samples per diet), were analyzed using a custom-commercial 8X60K oligoarray (Agilent Technologies, Massy, France; Gene Expression Omnibus (GEO) Accession No. GPL15840).

Cy3-labelled experimental cRNA samples were generated using the Agilent “One-Color Microarray-based Gene Expression Analysis” (Low Input Quick Amp Labeling-LIQA) kit, as previously described in detail [29]. Cy3-labelled cRNA sample yield (>0.825μg cRNA) and specific activity (>6pmol of Cy3/μg of cRNA) were verified using a NanoDrop ND-1000. Forty-eight samples (two tissues x three dietary treatments x eight replicates) were processed. For each reaction, 600ng of Cy3-cRNA were fragmented and hybridized on a sub-array, following the LIQA kit (Agilent) instructions. The hybridization reactions were allowed to run for 17h in a rotating hybridization oven (65°C) prior to washing according to the manufacturer’s instructions. Samples were randomized, preventing those from the same dietary treatment from being overrepresented in a particular batch in order to avoid unintentional biases. Slides were scanned with an Agilent Scanner (Agilent DNA Microarray Scanner, Agilent technologies, Massy, France) using the standard parameters for an 8x60K gene expression oligoarray (3μm– 20 bits). Data were then obtained with the Agilent Feature Extraction software (10.7.1.1) according to an appropriate gene expression (GE) protocol (GE1_107_Sep09). The data set was deposited in NCBI’s GEO (GSE84985).

### Real Time q-PCR (RT-qPCR)

For each experimental condition, six samples of intestine (mid gut) and liver from individual juveniles and ongrowing fish were used as biological replicates for RT-qPCR analysis. In juveniles the six samples were chosen based on the best RIN obtained (RIN ≥9.0).

In addition to validating differentially expressed genes obtained from the microarray analysis, we also analyzed the expression of additional candidate genes related to lipid metabolism in the livers (*Elovl5* and *HMGCR*) and intestines (*Δ-6desaturase*, *Elovl2* and *Elovl5*) of juveniles, because they were found to be affected by dietary replacement of FO by vegetable oils in many other studies [6,8,15,29,30].

The same genes were also studied in the intestines (mid gut) and livers of ongrowing fish (six samples per tissue per experimental condition). Primer design was performed using Primer 3 software. Specific primer pairs were designed with an overlapping intron when possible, using known trout sequences in nucleotide databases (GeneBank and INRA-Sigenae). Database Accession Numbers and the sequences of forward and reverse primers used for each gene are provided in Table 3.

**Table 3:** Primer sequences of genes selected for analysis by RT-q PCR.

Gene	*Primer 5’-3’ (FW)*	*Primer 5’-3’ (RV)*	*Annealing temperature*, *°C*
CTSZ	GGAGCCCTTCATCAACCACA	TTGTTGGTCCACTGCCTGTT	60
CTSS	TTTGCCTCATTGCGTGTTCC	GTCTTTCATCAGCTGGCCCT	60
FAAH	TCCCTGTCTCCACGGTAACA	AACAGCCTCTCCACCTCTCT	60
CYP51A1	CCCGTTGTCAGCTTTACCA	GCATTGAGATCTTCGTTCTTGC	60
HMGCR	GAACGGTGAATGTGCTGTGT	GACCATTTGGGAGCTTGTGT	60
DHCR7	GTAACCCACCAGACCCAAGA	CCTCTCCTATGCAGCCAAAC	60
MDH2	TTGACATTGCCCACACACCT	AGATCATCACGGGTCATGCC	60
COX5B	AGATCACTGCCACGACACTATG	CTTTCCTTTCTTCAGTGCCTGC	60
COX7A2L	CCCTTGATGTGGACTGGCAA	GAGGCTTCACACCGAGTACA	60
Elovl2	TGTGGTTTCCCCGTTGGATGCC	ACAGAGTGGCCATTTGGGCG	59
Elovl5	GAACAGCTTCATCCATGTCC	TGACTGCACATATCGTCTGG	59
Δ6-desaturase	AGGGTGCCTCTGCTAACTGG	TGGTGTTGGTGATGGTAGGG	59
***Reference genes***			
EF1α	TCCTCTTGGTCGTTTCGCTG	ACCCGAGGGACATCCTGTG	59
β-actin	GATGGGCCAGAAAGACAGCTA	TCGTCCCAGTTGGTGACGAT	59

CTSZ, cathepsin Z; CTSS, cathepsin S; FAAH, fatty acid amide hydrolase; CYP51A1, cytochrome P450, family 51, subfamily A, polypeptide 1; HMGCR, 3-hydroxy-3-methylglutaryl-CoA reductase; DHCR7, 7-dehydrocholesterol reductase; MDH2, malate dehydrogenase 2, NAD (mitochondrial); COX5B, cytochrome c oxidase, subunit Vb; COX7A2L, cytochrome c oxidase, subunit VIIa polypeptide 2 like; Elovl2, polyunsaturated fatty acid elongase 2; Elovl5, polyunsaturated fatty acid elongase 5; Δ6-desaturase, delta-6-desaturase; EF1α, eukaryotic translation initiation factor 1 alpha 1; β-actin, beta actin.

For the RT-qPCR, total RNA (1μg) was reverse-transcribed to cDNA with the SuperScript III RNase H reverse transcriptase kit (Invitrogen, Carlsbad, CA, USA) using oligo dT Primers. Real-time PCR was performed in the iCycler iQ TM (BIO-RAD, Hercules, CA, USA). Quantitative PCR analyses for gene expression were performed on 10μl of the RT reaction mixture using the iQ TM SYBR ^®^ Green Supermix (BIO-RAD, Hercules, CA, USA). The total volume of the PCR reaction was 25μl containing 200nM of each primer. Thermal cycling was initiated with incubation at 95°C (90s) for hot-start iTaq TM DNA polymerase activation.

Thirty-five steps of PCR were performed, each consisting of a heating step at 95°C (20s) for denaturing, and at 59°C 30s for annealing and extension. Melting curves were systematically monitored following the final PCR cycle (with a gradient of 0.5°C/10s from 55°C to 94°C) to ensure that only one fragment was amplified. Samples without reverse transcriptase and samples without RNA were run for each reaction as negative controls. Expression of two reference genes, *e*.*g*. elongation factor-1α (*EF1-α*) and beta actin (*β-actin*), was quantified for both tissue types in samples from juveniles and ongrowing fish. mRNA levels for all target genes studied in the liver were initially normalized with the housekeeping gene *EF1-α*, previously used as a reference gene in salmonids [31], and the expression levels were calculated according to threshold cycle (ΔΔCt). However, because none of the two reference genes tested for the intestine were stable for all experimental groups, mRNA levels of target genes studied were normalized following the method proposed by Matz et al.[32]. Moreover, to validate this analytical choice, we also tested the data of liver gene expression and compared them with the data obtained through the “classic” method (housekeeping-gene normalization). Since the results obtained with these two approaches were the same, we concluded that our chosen methodology was appropriate. In order to compare gene expression levels in the two types of tissue studied, we normalized data on mRNA levels for all target genes studied in both the intestine and the liver following the method proposed by Matz et al. [32]. The results were analyzed using the MCMC.qpcr R-package that implements a generalized linear mixed model analysis of RT-qPCR data, based on the lognormal-Poisson model.

### Statistical analysis and data mining

Tanks were used as the experimental unit for data on growth, body lipid content and fatty acid profile. Individual fish were the experimental unit for data on plasma parameters and gene expression, since no tank-related effect was observed during the experiment. Data for biometric parameters, lipid content and fatty acids are presented as mean ± standard deviation (SD). Data were analyzed statistically using the R software (version 2.14.0) and the Rcmdr package. The normality and the homogeneity of variance of the variables were tested with Shapiro-Wilk’s and Levene’s tests, respectively. When both conditions were satisfied, a one-way ANOVA (*p-value* <0.05) was performed to assess the effects of the diets. The variables with non-parametric distribution (some fatty acids) were normalized with an arcsin transformation. If the criteria (normality and homogeneity) were still not met, a non-parametric test was used for the analysis.

Data from microarray analyses were normalized and analyzed statistically using GeneSpring software (12.6, Agilent). Data were scale-normalized using the median value of each array to identify genes differentially expressed between conditions. Differentially expressed genes were obtained by one-way ANOVA (diet, *p-value* <0.05). For all genes found to be differentially expressed, GO ontologies were obtained using the Expression Analysis Systematic Explorer (EASE) software, version 2.0 [33]. Significant GO enrichment was tested using EASE software, with Benjamini-Hochberg correction (score <0.05). Data from RT-qPCR were analyzed by one-way ANOVA (diet, *p-value* <0.05) followed by a Tukey’s post hoc test (*p-value* <0.05).

## Results

### Survival and growth

Survival and body weight data for juveniles and ongrowing fish are presented in Figs 1 and 2, respectively. At the end of the first period of the trial (7 months after the first feeding time), significantly lower survival rates were observed in the V-fed group compared to groups fed the C- and M-diets (65% *vs* 95%), mainly due to the high mortality recorded for the V-fed group during the first twelve weeks. During the second period of the trial, no significant differences were found in survival rates (96–98% throughout the period) irrespective of the dietary treatment.

**Fig 1:**
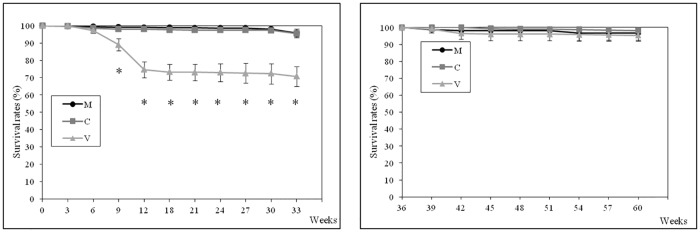
Survival during the first (on the left) and the second period (on the right) of the feeding trial. Data are expressed as mean ± standard deviation. Fish survival is expressed as % of survivors in relation to the initial number of fish in each tank, at each experimental period. *, statistically significant differences between V- *vs* C- and M-fed fish (one-way ANOVA, *p<0*.*05*).

**Fig 2:**
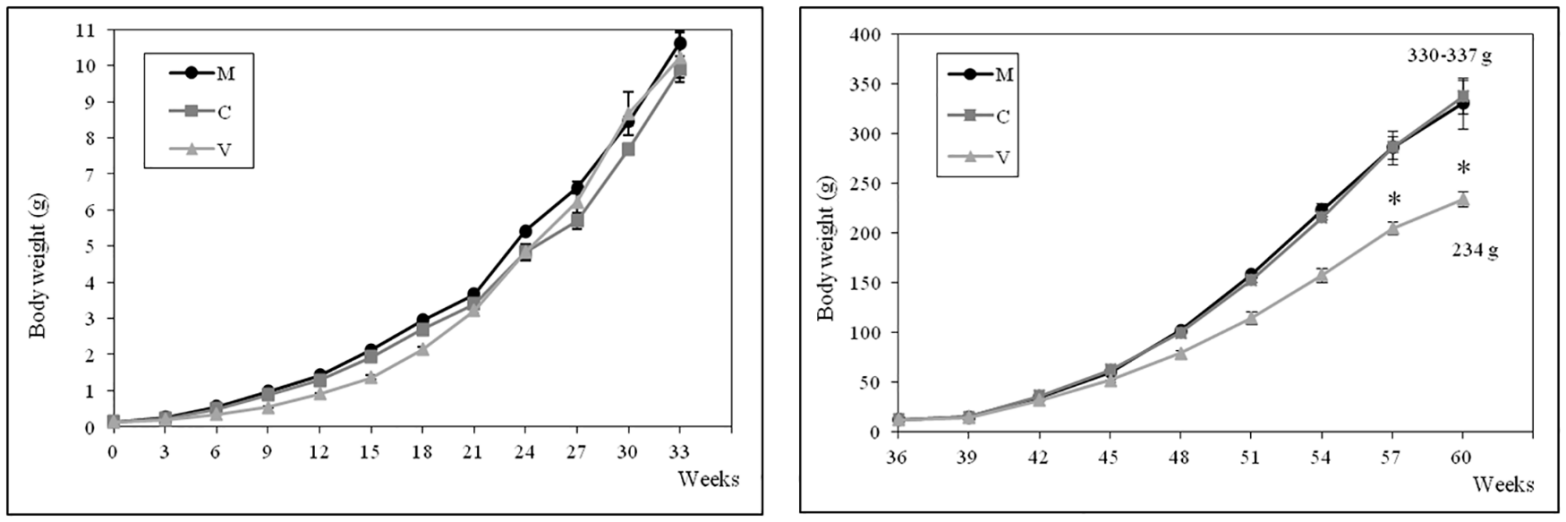
Body weight of rainbow trout during the first (on the left) and the second period (on the right) of the feeding trial. Data are expressed as mean ± standard deviation. Fish were bulk weighed every 3 weeks during the whole duration of the feeding trial. *, statistically significant differences between V- vs C- and M-fed fish (one-way ANOVA, *p<0*.*05*).

Despite the slower growth recorded for the V-fed fish during the first twelve weeks (Fig 2), at the end of the first period of the trial (7 months) mean body weight was not significantly different between the three groups (10 ± 1g).

At the end of the second period of the trial (13 months) significantly lower body weights were recorded for fish fed the V-diet (234 ± 7g) compared to the M-fed (330 ± 25g) and the C-fed (337 ± 17g) groups. No significant differences in body weight were found between the C- and M-fed groups (Fig 2). Lower but not statistically different (*p* = 0.11) values of feed efficiency (FE = g weight gain/g dry feed given) were observed with the V-diet (1.04 ± 0.06) when compared to the M-(1.19 ± 0.13) and C-fed fish (1.22 ± 0.07).

### Plasma metabolites

Plasma metabolites were measured 48h after feeding in juveniles (7-month feeding trial) and ongrowing fish (13-month feeding trial). Plasma glucose levels were not significantly different between dietary treatments, in juveniles or in ongrowing fish (Fig 3). Significantly lower plasma cholesterol levels were found in both juveniles and ongrowing fish fed the plant-based diets when compared to the M-fed group (Fig 3).

**Fig 3:**
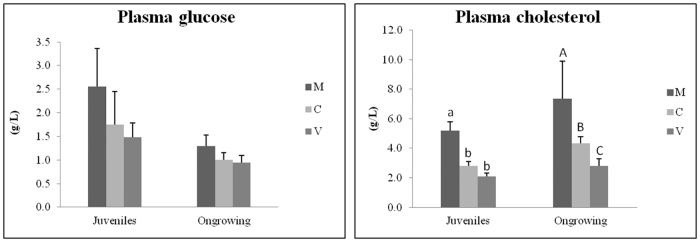
Plasma metabolites in juveniles and ongrowing fish (g/L). Data are means ± standard deviation (n = 16 individuals /dietary treatment for juveniles; n = 15 individuals/dietary treatment for ongrowing fish). Differences between diets were analyzed by one-way ANOVA, followed by Tukey’s test. Values that do not share a common letter are significantly different (*p<0*.*05*), with lower and upper case letters indicating differences between dietary groups within juveniles and ongrowing fish, respectively.

### Whole body lipids and FA profile

At the end of the first period of the trial, significantly higher lipid contents (Table 4) were found in the whole body of juveniles fed the V-diet (+23%), compared to those fed the M- or the C-diets. No significant differences were recorded in ongrowing fish (15–16% body lipids) (Table 4).

**Table 4:** Total lipid whole body content (% of fresh weight) and proportions (% of total FA) of the main fatty acids in juveniles and ongrowing fish.

*Diets*	M		C		V		
	Mean	SD	Mean	SD	Mean	SD	*p-value*
*Juveniles*							
**Lipids** (%)	9.40^b^	0.38	9.94^b^	1.52	13.20^a^	0.88	*<0*.*01*
**SAT**	24.7^a^	0.4	18.2^b^	0.5	16.5^c^	1.1	*<0*.*001*
**MUFA**	34.1^c^	0.3	42.8^a^	0.1	39.1^b^	0.6	*<0*.*001*
18:2 n-6	3.5^c^	0.2	12.6^b^	0.2	18.7^a^	0.4	*<0*.*001*
20:4 n-6	0.8	0.02	0.5	0.04	0.5	0.05	*<0*.*001*
**PUFA n-6**	4.9^c^	0.2	14.3^b^	0.2	22.4^a^	0.5	*<0*.*001*
18:3 n-3	1.0^c^	0	3.8^b^	0.1	11.3^a^	0.3	*<0*.*001*
18:4 n-3	1.6^b^	0.1	1.1^b^	0.0	5.5^a^	0.5	*<0*.*001*
20:5 n-3	8.3^a^	0.2	4.2^b^	0.1	1.0^c^	0.1	*<0*.*001*
22:5 n-3	2.1^a^	0.8	1.1^b^	0.1	0.2^c^	0.0	*<0*.*001*
22:6 n-3	14.5^a^	0.4	9.4^b^	0.2	2.2^c^	0.2	*<0*.*001*
**PUFA n-3**	29.1^a^	0.8	20.7^b^	0.2	21.1^b^	1.1	*<0*.*001*
*Ongrowing*							
**Lipids** (%)	15.1	1.1	16.2	0.8	15.2	0.9	*ns*
**SAT**	30.7^a^	0.5	22.5^b^	0.5	18.0^c^	0.1	*<0*.*001*
**MUFA**	31.3^c^	0.7	43.1^a^	0.3	38.2^b^	0.3	*<0*.*001*
18:2 n-6	3.0^c^	0.1	11.8^b^	0.3	19.3^a^	0.2	*<0*.*001*
20:4 n-6	0.7^a^	0.0	0.4^c^	0.0	0.5^b^	0.0	*<0*.*001*
**PUFA n-6**	4.5^c^	0.1	13.2^b^	0.3	20.8^a^	0.2	*<0*.*001*
18:3 n-3	0.8^c^	0.0	3.5^b^	0.1	13.2^a^	0.2	*<0*.*001*
18:4 n-3	1.5^b^	0.0	0.8^c^	0.0	4.0^a^	0.0	*<0*.*001*
20:5 n-3	8.9^a^	0.4	4.0^b^	0.1	0.8^c^	0.0	*<0*.*001*
22:5 n-3	2.5^a^	0.2	1.3^b^	0.0	0.2^c^	0.0	*<0*.*001*
22:6 n-3	10.4^a^	0.6	6.5^b^	0.2	1.9^c^	0.3	*<0*.*001*
**PUFA n-3**	25.8^a^	1.2	17.2^c^	0.3	20.8^b^	0.3	*<0*.*001*

M, marine FM-FO-based diet; C, commercial-like FM-FO & plant-based diet; V, experimental 100% plant-based diet; SAT, saturated fatty acid; MUFA, monounsaturated fatty acid; PUFA, polyunsaturated fatty acid; ns, not significant. Statistical differences were determined by one-way ANOVA followed by Tukey’s HSD comparison test. Mean values that do not share a common letter are significantly different (*p<0*.*05*). Juveniles: n = 4; ongrowing fish: n = 3.

The whole body fatty acid composition of juveniles and ongrowing fish (Table 4) reflected that of the respective diets (Table 2). Lower percentages of saturated fatty acids (SAT) were found in fish fed the plant-based diets (C and V), compared to M-fed fish. Levels of monounsaturated fatty acids (MUFA) were higher in fish fed the C- and V-diets compared to those fed the M-diets. Trout fed the V-diets exhibited the highest levels of n-6 PUFA, mainly due to the high percentages of 18:2 n-6. The arachidonic acid (ARA, 20:4 n-6) levels were higher in fish fed the M-diet, compared to those fed the C- and the V-diets. 18:3 n-3 levels were higher in fish fed diets containing plant ingredients (V>C>M), whereas lower n-3 LC-PUFA percentages (1% EPA and 2% DHA) were found in fish fed the V-diets than in fish fed the C-or M-diets.

Amounts of EPA and DHA expressed per g fish^-1^ (Table 5) were lower in body lipids when plant ingredients were included in the diet (M>C>V). Amounts of EPA + DHA were higher in ongrowing fish than in juveniles, irrespective of the dietary treatment.

**Table 5:** Amounts of EPA + DHA (g fish^-1^) at different developmental stages in response to the experimental diet.

	EPA + DHA			
	*Juveniles*		*Ongrowing fish*	
*Diets*	Mean	SD	Mean	SD
Diet-M	0.20^a^	0.01	8.9^A^	1.12
Diet-C	0.08^b^	0.004	5.4^B^	0.37
Diet-V	0.01^c^	0.002	0.9^C^	0.07

EPA, eicosapentaenoic acid; DHA, docosahexaenoic acid; M, marine FM-FO-based diet; C, commercial-like FM-FO & plant-based diet; V, experimental 100% plant-based diet. Statistical differences were determined by one-way ANOVA followed by Tukey’s HSD comparison test. Mean values that do not share a common letter are significantly different (*p<0*.*001*), with lower and upper case letters indicating differences between dietary groups within juveniles and ongrowing fish, respectively. Juveniles: n = 4; ongrowing fish: n = 3.

### Microarray analysis in juveniles

#### Intestinal transcriptome

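Intestine (mid gut) and liver RNA of 8 juveniles per diet was hybridized to 48 one-colour arrays, 24 per tissue, each carrying 61657 spots for 60195 different probes besides the control spots. The arrays sat on 6 slides, and every slide held all 3 diets and both tissues. The scans fell on 2 days, with 4 arrays of each diet and tissue on each day. The deposited scanner values are spot intensities from which the authors' scanner software had subtracted the background, without normalization between arrays. The values analysed here are their log2, averaged over the spots of a probe and centred on the median probe of the array, so that 0 is the signal of the median probe. Spots that the scanner software had marked as outliers were left out, which touched 4809 probes, and no spot was saturated. In the intestine, the share of probes well above background had a median of 78.2% on the M-diet (range 66.1 to 97.8%), 77.5% on the C-diet (71.9 to 92.3%) and 81.2% on the V-diet (70.8 to 93.5%). In the liver, the medians were 71.4% (55.7 to 88.2%), 70.2% (36.6 to 93.7%) and 81.9% (61.2 to 96.0%), respectively. The spread of signals within an array, measured as the interquartile range of the log2 signal, lay between 2.80 and 4.88 in the intestine and between 2.47 and 5.71 in the liver, and it was under 3.7 on 5 intestine and 7 liver arrays, 4 of which were livers of V-fed fish. The diets were compared in each tissue with limma's moderated F test over the 3 diets and with limma's contrasts between pairs of diets, with Benjamini-Hochberg adjustment over all probes and a threshold of 0.05. For the genes of one category, the mean over their probes was computed for each fish and compared between 8 and 8 fish with a 2-sided exact permutation test, adjusted over the 24 such comparisons made. The paper chose these genes on the same samples, so their tests, and the counts adjusted over the list alone, are not independent evidence. The number of arrays limits the precision of every value. Per the paper, each diet was fed to 4 tanks, and RNA came from 2 fish per tank. Tanks entered no test here, so fish of the same tank were treated as independent. The paper also took single fish as its unit for gene expression, having seen no tank effect.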

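In the intestine, 69 of the 60195 probes passed the F test at an adjusted p under 0.05, and 6276 had an unadjusted p under 0.05. Between the C-diet and the M-diet 48 probes differed, 6 higher and 42 lower in C-fed fish. Between the V-diet and the M-diet 4 probes differed, all lower in V-fed fish, and between the V-diet and the C-diet 36 differed, 11 higher and 25 lower in V-fed fish. The methods' one-way ANOVA with Benjamini-Hochberg adjustment gave 17 probes, and without adjustment it gave 5811. Single fish moved these counts: the F test gave 17 probes without M replicate 7 and 328 without M replicate 5, the C-M comparison 20 without M replicate 2 and 119 without C replicate 1, the V-M comparison up to 40 without V replicate 6, and the V-C comparison 8 without C replicate 7 and 358 without V replicate 6. The alternative that moved the count most was weighting the arrays by their estimated quality, with 9608 probes, or 10211 with the probes in reverse order, which was tried after the data were seen. The smallest adjusted p of the F test, 0.0034, was shared by 5 probes, among them TC100405, which had a log2 difference of -5.31 between C-fed and M-fed fish (adjusted p = 0.0015) but was well above background on 2 of the 8 C arrays only, and TC123963, which had a log2 difference of -4.00 between V-fed and M-fed fish (adjusted p = 0.0097).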

Analysis by one-way ANOVA of the intestinal transcriptome of juvenile rainbow trout showed that 143 genes were significantly differentially expressed in response to the dietary treatments. Of these, 45 had an assigned gene annotation (S1 Table). 

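Of the 69 probes that passed the F test, 8 stand for genes of this table and 61 do not. Over the 45 annotated genes, 38 had an unadjusted p under 0.05 in limma's F test, 36 had an adjusted p under 0.05 when adjusted over the list alone, and 8 when adjusted over all probes. The 8 were CTSL2, MAN2B1, FUCA2, GLB1, NEU1, CTSS, ATP2C1 and ATP6V0A1. The signal was lower in C-fed than in M-fed fish for 36 of the 45 genes, 12 of them with an adjusted p under 0.05 in limma's contrast. In V-fed fish it was lower than in M-fed fish for 42 genes, none of them with an adjusted p under 0.05 in limma's contrast, where 5039 of all probes had an unadjusted p under 0.05. V-fed fish had the higher mean of the plant-based diets for 30 of the 45 genes, again without an adjusted p under 0.05. Under other processing, limma's V-M contrast called 2 of the 45 with quantile normalization and 4 with both tissues in one fit. It called 0 under 75th percentile scaling and under normexp background correction. With weighted arrays it called 27, and the V-C contrast 15. Calls of single genes depended on single fish. The F test called none of the 45 genes without M replicate 6 or without M replicate 7 (17 of all probes in the latter case), and 16 without M replicate 5 or without C replicate 1. It also called none without the arrays of compressed signal range, an alternative chosen after the data were seen. With each of the 24 fish left out in turn, CTSL2, FUCA2, GLB1, NEU1, CTSS and ATP2C1 kept an adjusted p under 0.05 in the C-M contrast in all 24 fits, whereas ATP6V0A1 lost it in 10 of the 24, FOLH1 in 15, LGMN, MAN2B1 and CUBN in 16 and FUCA1 in 17. Without C replicate 8, for example, the adjusted p of FOLH1 rose from 0.0395 to 0.117 and that of CUBN from 0.0407 to 0.124. The F test did not call any of its 8 genes in all 24 fits. It called GLB1, CTSS and MAN2B1 in 22, CTSL2 and ATP2C1 in 20, ATP6V0A1 in 18, NEU1 in 16 and FUCA2 in 15.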

The GO enrichment analysis (EASE score <0.05) highlighted changes in expression of genes involved in biological processes (62%), molecular function (25%) and cellular component (13%) as shown in Fig 4a.

**Fig 4:**
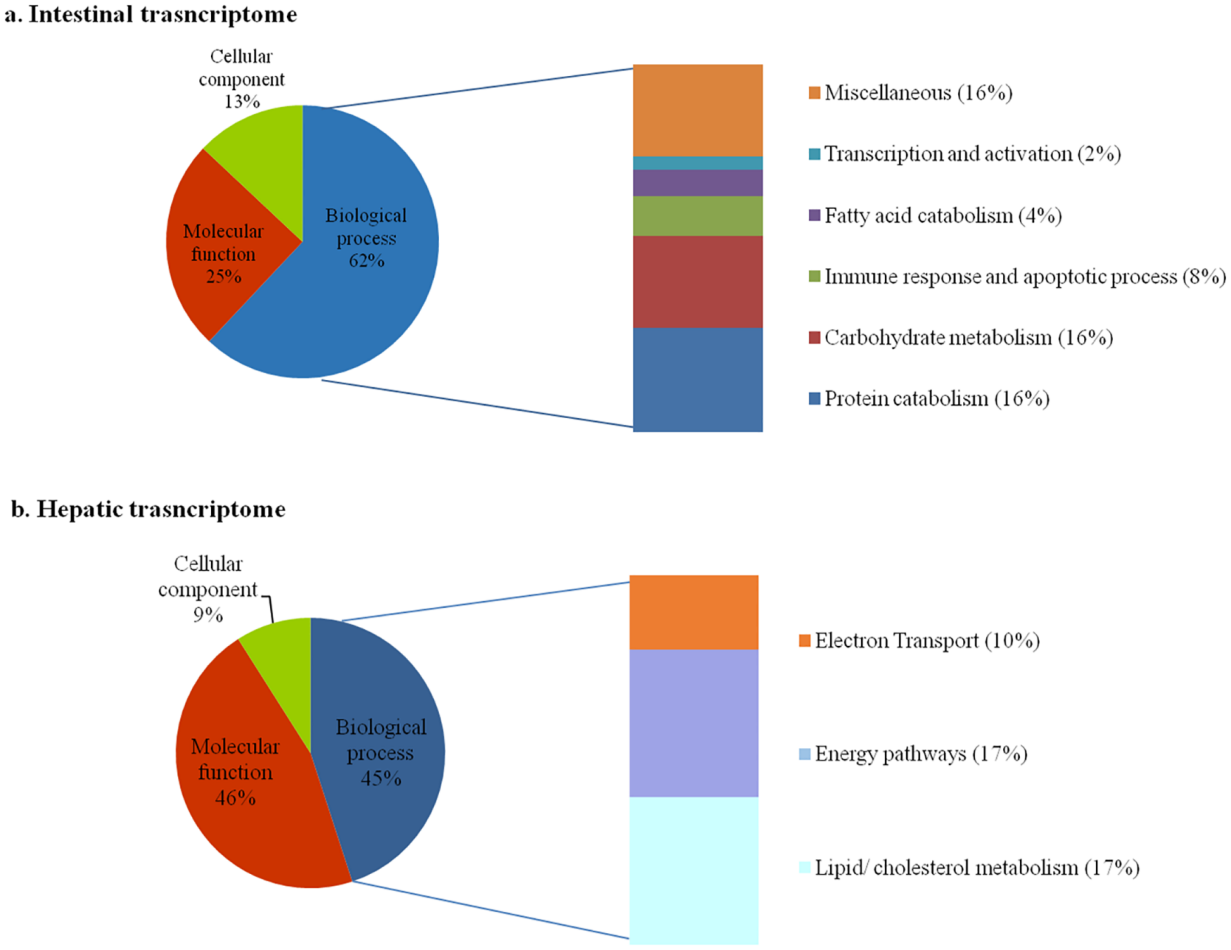
a-b. Intestinal (a) and hepatic (b) transcriptome: proportions of different GO-categories represented by differentially expressed genes obtained by a one-way ANOVA (factor: *diet*, FDR 0.05).

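The protein catabolism genes on the array are CTSH (TC99247), CTSL2 (CUST_68_PI425708691), CTSZ (CUST_24029_PI425536763), DPP7 (TC106655), FOLH1 (CUST_20321_PI425536763), LGMN (TC110997) and ENPEP (CUST_25677_PI425536763). Their mean log2 signal was 4.89 ± 0.83 (SD, n = 8) on the M-diet, 2.64 ± 0.96 (SD, n = 8) on the C-diet and 3.32 ± 0.61 (SD, n = 8) on the V-diet. The log2 difference was -2.25 between C-fed and M-fed fish (exact permutation test, p = 0.000932, adjusted p = 0.0052), and all 8 C-fed fish lay below the M mean. For V-fed fish it was -1.57 (exact permutation test, p = 0.0023, adjusted p = 0.0075), also with all 8 fish below the M mean. The V-diet exceeded the C-diet by 0.68, which did not hold up against the spread between fish (exact permutation test, p = 0.114, adjusted p = 0.171). The alternative that moved a call was testing within pairs of equal replicate number (the replicate block), under which the adjusted p of the V-M difference rose to 0.0703. Equal numbers are not known to be pairs. Between V-fed and M-fed intestines, deviations of equal numbers from the diet mean had a mean correlation of 0.066. The numbers of the V-fed intestines also differ between the deposited sources. With each fish left out in turn the C-M difference stayed between -2.47 and -2.09. Every one of the 7 genes had a lower mean on both plant-based diets than on the M-diet, and DPP7 alone was lower on the V-diet than on the C-diet. CTSL2 fell by 2.93 on the log2 scale in C-fed fish (standard error 0.49, adjusted p = 0.0108 from limma's contrast) and lay below the M mean in 8 of 8 C-fed fish. LGMN had a C-M difference of -2.79 (adjusted p = 0.0426), with 8 of 8 C-fed fish below the M mean. Its adjusted p was 0.134 without M replicate 3 and 0.0954 with the slide as a block. FOLH1, a dim probe that was well above background on 5 of the 8 C arrays, had a C-M difference of -1.92 (adjusted p = 0.0395). Its adjusted p was 0.117 without C replicate 8 and 0.0547 with the slide as a block. V replicate 2 lay far below the other V-fed fish for CTSZ, DPP7 and FOLH1.

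**Figure D1:**
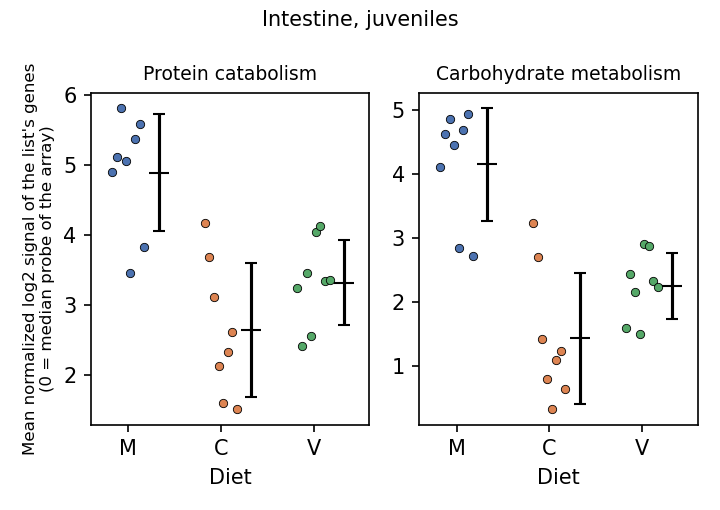
Mean normalized log2 signal of the protein catabolism genes (left) and the carbohydrate metabolism genes (right) in the intestine of each juvenile, by diet, where 0 is the median probe of the array. Points are the 8 fish per diet, and the bar beside them is the mean ± SD, 4.89 ± 0.83 on the M-diet and 2.64 ± 0.96 on the C-diet for protein catabolism.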

Concerning biological processes (Table 6, Fig 4a), seven genes involved in protein degradation (16% of annotated genes) were found to be down-regulated in the intestine of fish fed the plant-based diets, with a more pronounced down-regulation in the C-fed group. 

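The mean log2 signal over the 7 carbohydrate metabolism genes was 4.15 ± 0.88 (SD, n = 8) in M-fed, 1.44 ± 1.02 (SD, n = 8) in C-fed and 2.26 ± 0.51 (SD, n = 8) in V-fed fish. C-fed fish differed from M-fed fish by -2.72 (exact permutation test, p = 0.000622, adjusted p = 0.0052), and 7 of the 8 C-fed fish lay below every M-fed fish. The V-M difference was -1.90 (exact permutation test, p = 0.000932, adjusted p = 0.0052), and 6 of 8 V-fed fish lay below every M-fed fish. The V-C difference of 0.82 did not pass the threshold (exact permutation test, p = 0.0632, adjusted p = 0.127), although it did under 75th percentile scaling (0.98, adjusted p = 0.0413), under quantile normalization (0.85, adjusted p = 0.0499) and without C replicate 1 (1.08, adjusted p = 0.022). Within pairs of equal replicate number (the replicate block), the adjusted p of the V-M difference was 0.0536, with the same limit on these pairs as for protein catabolism. GLB1 (TC114862) had a C-M difference of -3.08 (standard error 0.49, adjusted p = 0.0105 from limma's contrast), with 8 of 8 C-fed fish below the M mean. For NEU1 (TC108468) it was -4.11 (adjusted p = 0.0108), again in 8 of 8 C-fed fish, although the NEU1 signal was well above background on 4 of the 8 C arrays only.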

The same down-regulation trend was observed for seven genes involved in carbohydrate metabolism (16% of annotated genes). The GO enrichment also indicated down-regulation of four genes involved in the immune response and apoptotic process (8% of annotated genes), as well as two genes involved in fatty acid catabolism (4% of annotated genes) in fish fed the plant-based diets, compared to those fed the M-diet. 

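CTSS (CUST_8157_PI425536763) had a mean log2 signal of 6.37 ± 1.09 (SD, n = 8) in M-fed, 3.39 ± 0.88 (SD, n = 8) in C-fed and 4.05 ± 1.15 (SD, n = 8) in V-fed fish. Its C-M difference was -2.98 (adjusted p = 0.0108 from limma's contrast) and its V-M difference -2.31 (adjusted p = 0.15), with 8 of 8 fish of either diet below the M mean. The V-M difference of CTSS passed the threshold in the fit of both tissues together (adjusted p = 0.0197) and with weighted arrays (adjusted p = 0.0081). Its C-M difference failed without the arrays of compressed signal range (adjusted p = 0.0537). MPO (CUST_14242_PI425536763) was well above background on 6 of 8 M arrays, 4 of 8 C arrays and no V array, so that its fold change is uncertain. With each V signal raised to at least the lowest signal called well above background on its array, M-fed fish were 1.46-fold higher. This is not a strict bound, since a signal not called may exceed that level and the M mean includes arrays without a call. The V-M difference of MPO failed the adjustment (adjusted p = 0.132 from limma's contrast). It passed under quantile normalization (adjusted p = 0.0193), the replicate block (adjusted p = 0.03), both tissues together (adjusted p = 0.0197) and weighted arrays (adjusted p = 0.0118). BAD (CUST_7188_PI425536763) was lower in 8 of 8 C-fed fish than the M mean, with a C-M difference of -0.93 that failed the adjustment (adjusted p = 0.371 from limma's contrast), and its V-M difference was -0.16 (adjusted p = 0.888). MAP3K7 (TC104795) had a C-M difference of 0.02 (adjusted p = 1 from limma's contrast), whose sign changed with the slide as a block (-0.05) and with single fish left out (down to -0.12), and a V-M difference of 0.52 (adjusted p = 0.591), with 7 of 8 V-fed fish above the M mean. Of the fatty acid catabolism genes, FAAH (TC121737) had a C-M difference of -3.16 (adjusted p = 0.133 from limma's contrast), lower in 8 of 8 C-fed fish, and a V-M difference of -1.67 (adjusted p = 0.591), lower in 7 of 8 V-fed fish. The FAAH C-M difference passed the threshold in the fit of both tissues together (adjusted p = 0.0138) and without 1 of the 24 fish. CPT1A (TC94736) had a C-M difference of 0.32 (adjusted p = 1 from limma's contrast) and a V-M difference of -0.19 (adjusted p = 0.849), neither larger than the spread between fish.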

One gene involved in transcription and activation processes (2% of annotated genes) was up-regulated in fish fed the C-diet, compared to fish fed the other two experimental diets.

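PQBP1 (TC125816) had a mean log2 signal of 5.31 ± 0.30 (SD, n = 8) in C-fed, 5.09 ± 0.46 (SD, n = 8) in M-fed and 4.75 ± 0.57 (SD, n = 8) in V-fed fish. The C-M difference of 0.22 was smaller than the spread between fish (adjusted p = 1 from limma's contrast), with 6 of 8 C-fed fish above the M mean. The V-C difference was -0.57 (adjusted p = 0.308), with 7 of 8 V-fed fish below the C mean. M replicate 5 lay far below and C replicate 1 far above the other fish of their diet.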

**Table 6:** Impact of dietary treatments on the intestinal transcriptome of juveniles related to the expression of genes involved in GO biological processes.

			Fold Change (FC)			*Significance* *p-value*
Probe Name	Gene Symbol	Description	*C vs M*	*V vs M*	*V vs C*	
*Protein catabolism*						
*TC99247*	CTSH	cathepsin H	- 5.1	- 2.6	+ 2.0	*0*.*035*
*CUST_68_PI425708691*	CTSL2	cathepsin L2	- 11.1	- 4.0	+ 2.8	*0*.*041*
***CUST_24029_PI425536763***	**CTSZ**	**cathepsin Z**	**- 5.7**	**- 2.9**	**+ 2.0**	***0*.*013***
*TC106655*	DPP7	dipeptidyl-peptidase 7	- 2.2	- 2.1	+ 1.0	*0*.*036*
*CUST_20321_PI425536763*	FOLH1	folate hydrolase	- 3.9	- 1.8	+ 2.2	*0*.*041*
*TC110997*	LGMN	Legumain	- 9.0	- 4.5	+ 2.0	*0*.*041*
*CUST_25677_PI425536763*	ENPEP	glutamyl aminopeptidase (aminopeptidase A)	- 13.8	- 1.9	+ 7.2	*0*.*041*
*Carbohydrate metabolism*						
*CUST_21158_PI425536763*	MAN2B1	mannosidase, alpha, class 2B, member 1	- 7.1	- 5.4	+ 1.3	*0*.*012*
*CUST_17398_PI425536763*	FUCA1	fucosidase, alpha-L- 1, tissue	- 4.4	- 2.8	+ 1.5	*0*.*035*
*CUST_12758_PI425536763*	FUCA2	fucosidase, alpha-L- 2, plasma	- 8.3	- 3.8	+ 2.2	*0*.*025*
*TC114862*	GLB1	galactosidase, beta 1	- 11.4	- 3.5	+ 3.3	*0*.*016*
*TC104967*	NAGA	N-acetyl galactosaminidase, alpha	- 11.2	- 3.8	+ 3.0	*0*.*042*
*TC108468*	NEU1	neuraminidase 1	- 25.8	- 7.2	+ 3.6	*0*.*025*
**TC123951**	**PFKFB3**	**6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3**	**- 2.8**	**- 3.0**	**+ 1.1**	***0*.*042***
*Immune response/apoptotic process*						
***CUST_8157_PI425536763***	**CTSS**	**cathepsin S**	**- 11.0**	**- 3.8**	**+ 2.9**	***0*.*041***
*CUST_14242_PI425536763*	MPO	Myeloperoxidase	-1.5	- 4.9	- 3.3	*0*.*035*
*CUST_7188_PI425536763*	BAD	BCL2-associated agonist of cell death	- 2.3	- 1.3	+ 1.8	*0*.*045*
*TC104795*	MAP3K7	mitogen-activated protein kinase kinase kinase 7	- 1.1	- 1.5	+ 1.6	*0*.*049*
*Fatty acid catabolism*						
*TC94736*	CPT1A	carnitine palmitoyltransferase 1A (liver)	+1.4	+1.0	-1.4	*0*.*045*
***TC121737***	**FAAH**	**fatty acid amide hydrolase**	**-18.6**	**-3.0**	**+6.2**	***0*.*041***
*Transcription and activation*						
*TC125816*	PQBP1	polyglutamine binding protein 1	+1.3	-1.1	-1.4	*0*.*042*
*Miscellaneous*						
*CUST_17716_PI425536763*	MXD4	max dimerization protein 4	-1.7	-1.6	+1.1	*0*.*025*
*CUST_1243_PI425536763*	POLR2F	polymerase (RNA) II (DNA directed) polypeptide F	1.4	-1.1	-1.5	*0*.*039*
*TC118891*	PRPSAP2	phosphoribosyl pyrophosphate synthetase-associated protein 2	+1.4	-1.0	-1.4	*0*.*025*
*CUST_9923_PI425536763*	TTC4	tetratricopeptide repeat domain 4	+1.8	+1.5	-1.2	*0*.*039*
*CUST_6882_PI425536763*	RENBP	renin binding protein	-4.4	-2.5	+1.8	*0*.*036*
*TC95545*	ASAH1	N-acylsphingosine amidohydrolase 1	-2.6	-1.9	+1.4	*0*.*041*
*CUST_15445_PI425536763*	ASH2L	ash2 (absent, small, or homeotic)-like	-2.2	-1.7	+1.3	*0*.*049*

Genes tested by RT-q PCR are in bold.

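The 11 molecular function genes had a mean log2 signal of 1.74 ± 0.47 (SD, n = 8) in M-fed, 0.61 ± 0.46 (SD, n = 8) in C-fed and 0.94 ± 0.25 (SD, n = 8) in V-fed fish. The C-M difference was -1.13 (exact permutation test, p = 0.0011, adjusted p = 0.0052), the V-M difference -0.79 (exact permutation test, p = 0.0028, adjusted p = 0.0075) and the V-C difference 0.33 (exact permutation test, p = 0.0973, adjusted p = 0.167). The median over these genes in place of the mean gave -0.21 for C-M (adjusted p = 0.517), -0.55 for V-M (adjusted p = 0.097) and, with the opposite sign, -0.34 for V-C (adjusted p = 0.26). Within pairs of equal replicate number (the replicate block), the adjusted p of the V-M difference was 0.0833, with the same limit on these pairs as for protein catabolism. CUBN (TC117615) had the largest C-M difference, -4.24 (adjusted p = 0.0407 from limma's contrast), lower in 8 of 8 C-fed fish. The adjusted p of CUBN was 0.124 without C replicate 8 and 0.102 with the slide as a block (-4.08). ATP2C1 (CUST_6855_PI425536763), at a C-M difference of -2.18 (adjusted p = 0.0108), and ATP6V0A1 (CUST_18236_PI425536763), at -1.36 (adjusted p = 0.0323), were lower in 8 of 8 C-fed fish. The adjusted p of ATP6V0A1 was 0.0997 without M replicate 3 and 0.0666 under the replicate block. ATP2C1 and ATP6V0A1 are dim, well above background on 1 and 3 of the 8 C arrays, respectively. Under normexp background correction their differences shrank to -0.43 (adjusted p = 0.672) and -0.36 (adjusted p = 0.577). The 6 cellular component genes had a C-M difference of -0.71 (exact permutation test, p = 0.0026, adjusted p = 0.0075) and a V-M difference of -0.77 (exact permutation test, p = 0.0016, adjusted p = 0.0062), with 8 of 8 fish of either diet below the M mean. Their V-C difference of -0.06 did not hold up (exact permutation test, p = 0.781, adjusted p = 0.815) and changed sign without V replicate 2 (0.09) and under 75th percentile scaling (0.10). With the median in place of the mean, the adjusted p of these genes was 0.0833 for C-M and 0.0974 for V-M, and within pairs of equal replicate number (the replicate block) it was 0.0536 for both.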

GO analysis of genes from the molecular function and cellular component categories showed an overall down-regulation in response to the C-diet when compared to M- and V-fed fish (S1 Table).

#### Hepatic transcriptome

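In the liver, no probe passed limma's F test or a contrast between 2 diets at an adjusted p under 0.05. The unadjusted p was under 0.05 for 2986 of the 60195 probes in the F test, for 2153 between the C-diet and the M-diet, for 3562 between the V-diet and the M-diet and for 3534 between the V-diet and the C-diet, and the smallest adjusted p of the F test was 0.559. The methods' one-way ANOVA gave 0 probes with Benjamini-Hochberg adjustment and 3110 without it. The alternative that moved the F test's count most was weighting the arrays by their estimated quality, with 27 probes. A fit of both tissues together gave 19. In simulated data, independent normal values with each probe's spread on these arrays, the F test recovered 60.5% of the probes shifted by 2 on the log2 scale in the liver, against 75.5% in the intestine, and the C-M contrast 56% against 71%. Independent values leave out variation shared by many probes of an array, so these shares need not hold here.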

The one-way ANOVA revealed that 53 genes were differentially expressed in the liver in response to the dietary treatments. Of these, only 22 had an assigned gene annotation (S2 Table). 

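Of the 22 annotated liver genes, 6 had an unadjusted p under 0.05 in limma's F test, 6 had an adjusted p under 0.05 when adjusted over the list alone, and none when adjusted over all probes. The 6 were CYP51A1, TM7SF2, ACTN3, CSRP1, DRG1 and NCOA4. V-fed fish had a higher mean than C-fed fish for 19 of the 22 genes and a higher mean than M-fed fish for 15. Under 75th percentile scaling, quantile normalization and normexp background correction the latter count was 19, and with weighted arrays it was 11. The count against C-fed fish stayed at 19 under the same 3 settings and fell to 13 with weighted arrays. No difference between pairs of diets passed an adjusted p of 0.05 in limma's contrasts. Under quantile normalization TM7SF2 and ACTN3 did so between the V-diet and the M-diet (adjusted p = 0.0117 for both), and NCOA4 and DRG1 between the V-diet and the C-diet (adjusted p = 0.0083 and 0.0464).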

The GO enrichment analysis (EASE score <0.05) highlighted changes in expression of genes involved in biological processes (45%, Fig 4b and Table 7). Of these, the pathways most affected by the dietary treatments were lipid/cholesterol metabolism (4 genes, 18% of annotated genes), energy pathways (4 genes, 18% of annotated genes) and electron transport (2 genes, 9% of annotated genes). 

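The mean log2 signal of the 4 lipid and cholesterol genes was 4.08 ± 0.84 (SD, n = 8) in M-fed, 4.79 ± 0.68 (SD, n = 8) in C-fed and 5.57 ± 0.80 (SD, n = 8) in V-fed fish. The V-M difference was 1.49 (exact permutation test, p = 0.0011, adjusted p = 0.0052), higher than the M mean in 8 of 8 V-fed fish, and it stayed between 1.30 and 1.60 with each fish left out in turn. The C-M difference of 0.70 (exact permutation test, p = 0.0892, adjusted p = 0.165) and the V-C difference of 0.79 (exact permutation test, p = 0.0533, adjusted p = 0.116) did not pass the threshold. Both passed it under quantile normalization, at 0.85 (adjusted p = 0.0207) and 1.03 (adjusted p = 0.0012), and under 75th percentile scaling, at 0.90 (adjusted p = 0.0106) and 0.86 (adjusted p = 0.0022). Normexp background correction (1.11, adjusted p = 0.0062) and the slide as a block (1.30, adjusted p = 0.0111) also took the V-C difference past it. The median of all probes moved between diets in the liver, by -0.12 between V-fed and M-fed fish in these values and by 0.15 under 75th percentile scaling.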

Among the genes related to lipid metabolism, we observed up-regulation of those involved in LC-PUFA bioconversion and cholesterol biosynthesis with the V-diet compared to the other treatment groups. 

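TM7SF2 (CUST_9914_PI425536763) had a mean log2 signal of 1.96 ± 1.09 (SD, n = 8) in M-fed, 3.15 ± 0.57 (SD, n = 8) in C-fed and 4.09 ± 0.84 (SD, n = 8) in V-fed fish. Its V-M difference of 2.13 failed the adjustment (adjusted p = 0.267 from limma's contrast) although 8 of 8 V-fed fish lay above the M mean, and all 8 also lay above the C mean. Under normexp background correction its adjusted p was 0.0306. CYP51A1 (TC130473) had a V-M difference of 1.78 (adjusted p = 0.335 from limma's contrast, and 0.0306 under normexp background correction), with 8 of 8 V-fed fish above the M mean, and a V-C difference of 0.87 (adjusted p = 0.847), with 7 of 8 above the C mean. For DHCR7 (TC130143) the V-M difference was 1.41 (adjusted p = 0.785 from limma's contrast) and the V-C difference 1.05 (adjusted p = 0.864), with 8 of 8 V-fed fish above either mean. C replicate 2 lay far below the other C-fed fish for DHCR7, at 0.11, where the next lowest was 3.77. This low value pulls the C mean down, so the V-C difference of DHCR7 is larger with this fish than without it. Spots of one probe differed on that array by a median of 0.57, against at most 0.16 on the other liver arrays. Elovl2 (CUST_14393_PI425536763) had a V-M difference of 0.64 (adjusted p = 0.785 from limma's contrast) and a V-C difference of 0.30 (adjusted p = 0.949), smaller than the spread between fish, with 5 and 4 of the 8 V-fed fish above the M and the C mean. The paper states that genes for LC-PUFA bioconversion and for cholesterol biosynthesis were up-regulated on the V-diet.

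**Figure D2:**
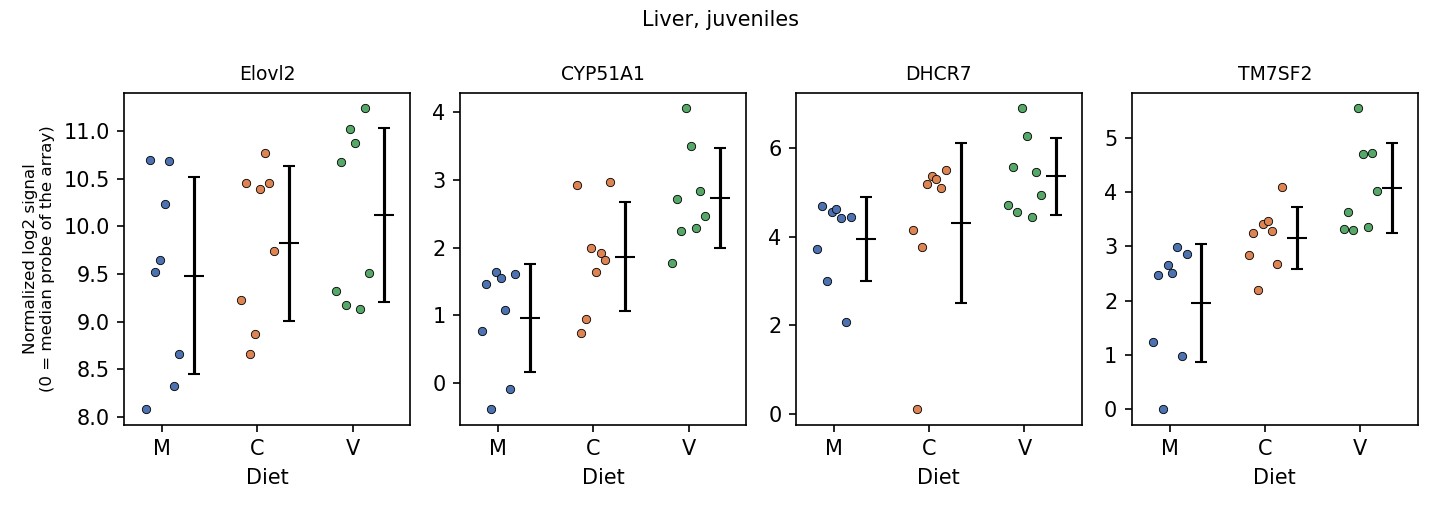
Normalized log2 signal of Elovl2, CYP51A1, DHCR7 and TM7SF2 in the liver of each juvenile, by diet, where 0 is the median probe of the array. Points are the 8 fish per diet, and the bar beside them is the mean ± SD, which for TM7SF2 is 1.96 ± 1.09 on the M-diet and 4.09 ± 0.84 on the V-diet.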

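ATP5B, ATP5C1, MDH2 and UQCRC1, the energy pathway genes, had a mean log2 signal of 7.07 ± 0.48 (SD, n = 8) in M-fed, 6.86 ± 0.64 (SD, n = 8) in C-fed and 7.18 ± 0.90 (SD, n = 8) in V-fed livers. The V-M difference was 0.11 (exact permutation test, p = 0.759, adjusted p = 0.815), with 4 of 8 V-fed fish above the M mean. The V-C difference was 0.33 (exact permutation test, p = 0.412, adjusted p = 0.52), also with 4 of 8 above the C mean. For the electron transport genes COX5B and COX7A2L, the V-M difference was 0.02 (exact permutation test, p = 0.955, adjusted p = 0.955) and the V-C difference 0.64 (exact permutation test, p = 0.162, adjusted p = 0.216), again with 4 of 8 V-fed fish above either mean. Quantile normalization, which gives every array the same distribution of signals, gave 0.60 (adjusted p = 0.000932) for V-M and 0.58 (adjusted p = 0.000622) for V-C in the energy genes, and 0.51 (adjusted p = 0.000622) and 0.87 (adjusted p = 0.000622) in the electron transport genes. Under 75th percentile scaling the V-M and V-C differences of the energy genes were 0.38 (adjusted p = 0.0477) and 0.40 (adjusted p = 0.0441). The V-C differences also passed the threshold with the slide as a block, at 0.90 (adjusted p = 0.0111) for the energy genes and 1.21 (adjusted p = 0.0111) for electron transport, and under normexp background correction, at 0.75 (adjusted p = 0.0325) and 1.13 (adjusted p = 0.019). Without V replicate 7 both V-M differences changed sign, to -0.03 and -0.14. Among livers of the same diet, the mean of the energy genes rose with the interquartile range of the array's log2 signal (Pearson's r = 0.911, permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 2.67e-05 over 8 relations; Spearman's rho = 0.924, permutation p = 1e-05; 24 arrays). It was 0.947 and 0.879 within the scan days and 0.881 without the 2 arrays of most extreme range.

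**Figure D3:**
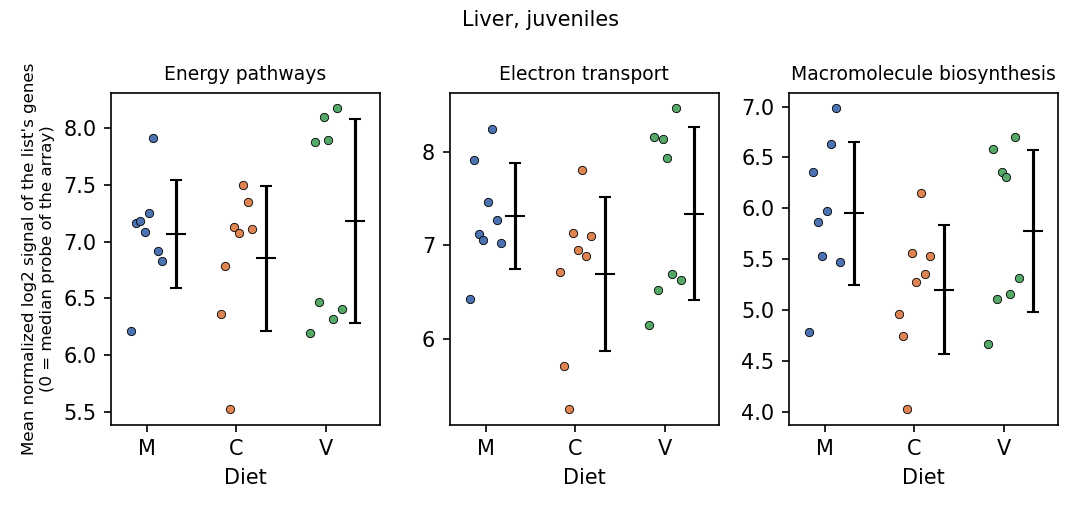
Mean normalized log2 signal of the energy pathway, electron transport and macromolecule biosynthesis genes in the liver of each juvenile, by diet, where 0 is the median probe of the array. Points are the 8 fish per diet and the bar beside them is the mean ± SD. In all 3 panels the V-fed fish fall into a higher and a lower group of 4 fish each. The lower group is V replicates 1, 3, 6 and 8, the V arrays with an interquartile range of log2 signal under 3.7. The split therefore goes with the signal range of the arrays.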

Genes involved in energy pathways were also up-regulated in fish fed the V-diet as well as the two genes involved in electron transport. Differential regulation in response to the diet was observed for genes belonging to the GO molecular function category (46% of enriched genes, Fig 4b) with, notably, global up-regulation of genes involved in macromolecule biosynthesis with the V-diet compared to the other two experimental groups (V>M>C; S2 Table). 

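DENR, EIF5, MRPL3 and MRPS18B, the 4 macromolecule biosynthesis genes, had a mean log2 signal of 5.95 ± 0.70 (SD, n = 8) in M-fed, 5.20 ± 0.64 (SD, n = 8) in C-fed and 5.77 ± 0.79 (SD, n = 8) in V-fed fish. The V-C difference was 0.58 (exact permutation test, p = 0.133, adjusted p = 0.188), with 5 of 8 V-fed fish above the C mean, and it passed the threshold under quantile normalization (0.76, adjusted p = 0.000622), 75th percentile scaling (0.65, adjusted p = 0.0019), normexp background correction (1.04, adjusted p = 0.0129) and the slide as a block (1.04, adjusted p = 0.0111). The V-M difference of -0.18 did not hold up (exact permutation test, p = 0.641, adjusted p = 0.733), and its sign changed under quantile normalization (0.26), 75th percentile scaling (0.10) and normexp background correction (0.18). The C-M difference was -0.75 (exact permutation test, p = 0.043, adjusted p = 0.103), with 7 of 8 C-fed fish below the M mean. It passed the threshold under the same 3 alternatives, at -0.50 (adjusted p = 0.0049), -0.56 (adjusted p = 0.0216) and -0.85 (adjusted p = 0.0325), and without M replicate 1 (-0.92, adjusted p = 0.0265) or C replicate 6 (-0.89, adjusted p = 0.0466). For DENR and EIF5 the V mean was above the M mean, and for MRPL3 and MRPS18B it was below it, although under quantile normalization, 75th percentile scaling and normexp background correction it was above it for these as well.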

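NCOA4 (TC112917) and SEC23IP (CUST_17684_PI425536763) are the cellular component genes of the liver. NCOA4 had a mean log2 signal of 4.75 ± 0.83 (SD, n = 8) in M-fed, 5.75 ± 0.99 (SD, n = 8) in C-fed and 3.24 ± 1.03 (SD, n = 8) in V-fed fish. Its V-C difference of -2.51 (adjusted p = 0.646 from limma's contrast) failed the adjustment, with 8 of 8 V-fed fish below the C mean, and passed it under 75th percentile scaling (-2.43, adjusted p = 0.0195), under quantile normalization (-2.37) and in the fit of both tissues together (adjusted p = 0.0035). Its V-M difference was -1.51 (adjusted p = 0.639), with 8 of 8 V-fed fish below the M mean. SEC23IP had a C-M difference of -0.58 (adjusted p = 0.999 from limma's contrast), lower in 8 of 8 C-fed fish, and a V-C difference of 0.84 (adjusted p = 0.846), higher in 6 of 8 V-fed fish.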

Diet also affected the expression of two genes belonging to the GO cellular components category (9% of enriched genes, Fig 4b and S2 Table).

**Table 7:** Impact of dietary treatments on the hepatic transcriptome of juveniles related to the expression of genes involved in GO biological processes.

			Fold Change (FC)			*Significance* *p-value*
Probe name	Gene Symbol	Description	*C vs M*	*V vs M*	*V vs C*	
*Lipids/Cholesterol Metabolism*						
**CUST_14393_PI425536763**	**Elovl2**	**polyunsaturated fatty acid elongase**	**+ 1.4**	**+ 2.6**	**+ 1.8**	***0*.*049***
**TC130473**	**CYP51A1**	**cytochrome P450, family 51, subfamily A, polypeptide 1**	**+ 2.3**	**+ 4.1**	**+ 1.8**	***0*.*046***
**TC130143**	**DHCR7**	**7-dehydrocholesterol reductase**	**+ 2.3**	**+ 3.8**	**+ 1.6**	***0*.*049***
CUST_9914_PI425536763	TM7SF2	transmembrane 7 superfamily member 2	+ 2.6	+ 5.7	+ 1.8	*0*.*030*
*Energy pathways*						
CUST_21841_PI425536763	ATP5B	ATP synthase, H+ transporting mitochondrial F1 complex, beta subunit	- 1.0	+ 1.5	+ 1.5	*0*.*030*
CUST_20841_PI425536763	ATP5C1	ATP synthase, H+ transporting, mitochondrial F1 complex, gamma polypeptide 1	+1.1	+ 1.4	+ 1.3	*0*.*040*
**CUST_11055_PI425536763**	**MDH2**	**malate dehydrogenase 2, NAD (mitochondrial)**	**+1.0**	**+ 1.7**	**+ 1.7**	***0*.*030***
TC114386	UQCRC1	ubiquinol-cytochrome c reductase core protein I	-1.0	+ 1.7	+ 1.7	*0*.*030*
*Electron Transport*						
**TC105004**	**COX5B**	**cytochrome c oxidase subunit Vb**	**-1.2**	**+1.4**	**+ 1.6**	***0*.*038***
**TC99046**	**COX7A2L**	**cytochrome c oxidase subunit VIIa polypeptide 2 like**	**-1.2**	**+1.5**	**+ 1.9**	***0*.*027***

Genes tested by RT-q PCR are in bold.

### RT-qPCR

The intestinal and hepatic expression of genes tested by RT-qPCR is shown in Figs 5 and 6, respectively.

**Fig 5:**
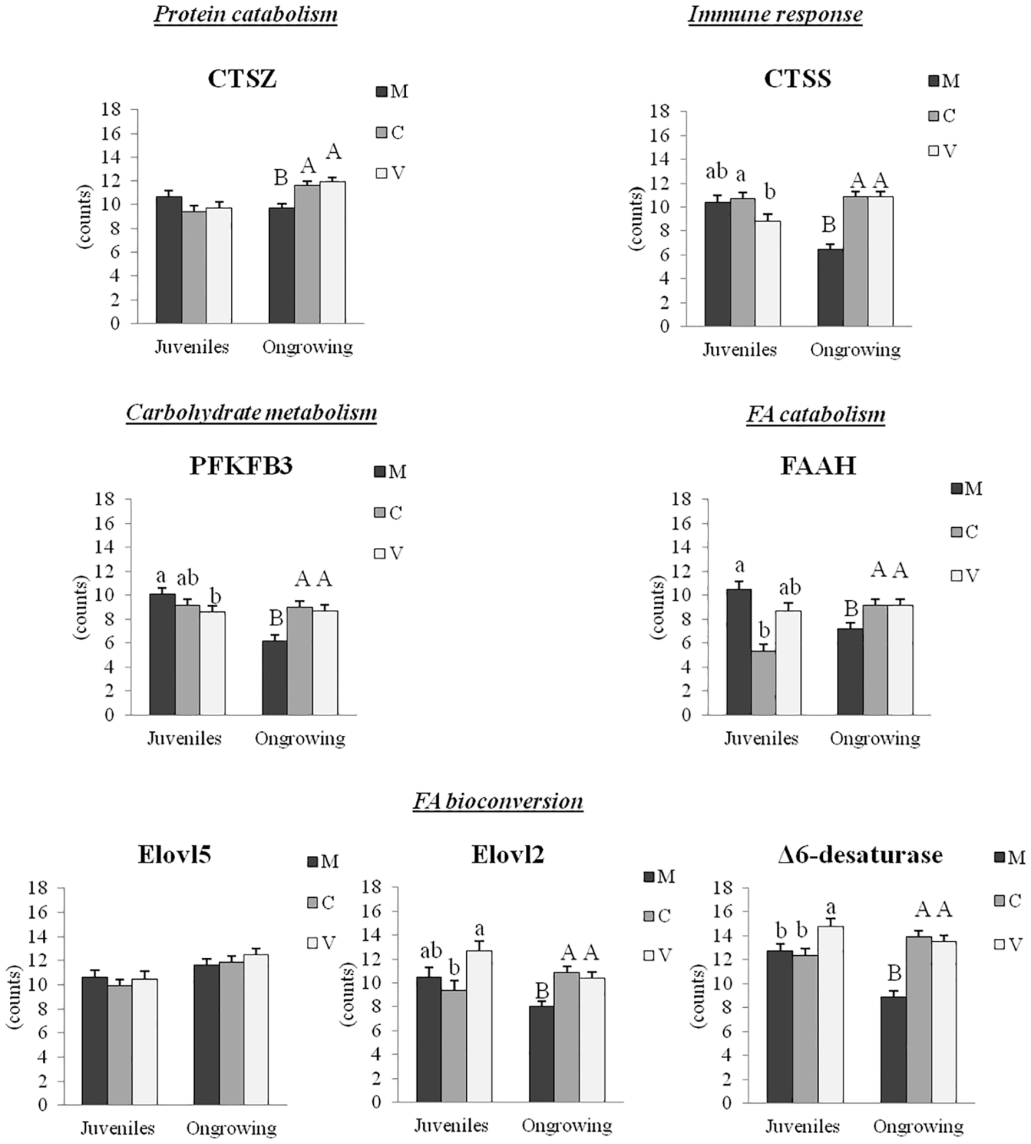
Intestinal gene expression in juveniles and ongrowing fish (RT-qPCR). Data are mean ± S.D. (n = 6 individuals/treatment). Differences between diets were analyzed by one-way ANOVA, followed by Tukey’s test. Values that do not share a common letter are significantly different (*p<0*.*05*), with lower and upper case letters indicating differences between dietary groups within juveniles and ongrowing fish, respectively.

**Fig 6:**
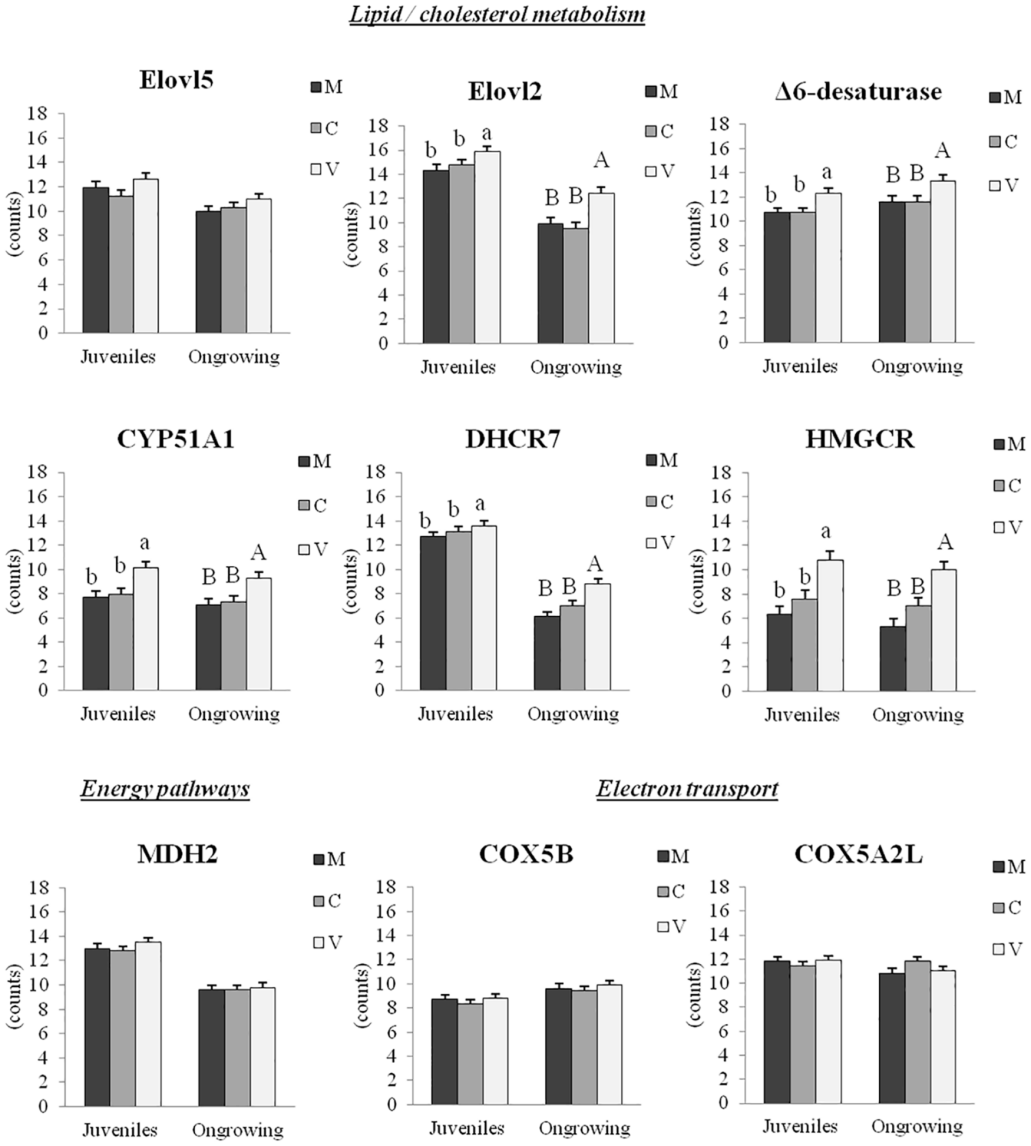
Hepatic gene expression in juveniles and ongrowing fish (RT-qPCR). Data are mean ± S.D. (n = 6 individuals/treatment). Differences between diets were analyzed by one-way ANOVA, followed by Tukey’s test. Values that do not share a common letter are significantly different (*p<0*.*05*), with lower and upper case letters indicating differences between dietary groups within juveniles and ongrowing fish, respectively.

#### Intestinal gene expression

The expression of selected genes was measured by RT-qPCR in order to validate microarray results in juveniles. A good match between RT-qPCR and microarray results was found for most of the genes tested (Cathepsin-S, *CTSS;* 6-Phosphofructo-2-Kinase/Fructose-2,6-Biphosphatase 3, *PFKFB3;* Fatty Acid Amide Hydrolase, *FAAH;* Fatty Acid Elongase 5, *Elovl5*).

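On the array side of this comparison, the V-C difference in the intestine was 0.66 for CTSS (adjusted p = 0.514 from limma's contrast), with 5 of 8 V-fed fish above the C mean, and 1.49 for FAAH (adjusted p = 0.341), with 7 of 8 above it. For PFKFB3 it was 0.36 (adjusted p = 0.698), with 5 of 8 above it. A probe that the array names after the salmon elovl5b gene had a V-M difference of 2.07 in the intestine (standard error 0.60) and a C-M difference of 0.28 (standard error 0.60). Its F test failed the adjustment (adjusted p = 0.248 over all probes and 0.101 when adjusted over the list alone, the 60 probes that the array names in words), and it was well above background on 1 of 8 M arrays, 2 of 8 C arrays and 5 of 8 V arrays. A probe named after salmon elov12 had a V-M difference of 0.98 and a C-M difference of -1.22 (standard error 1.07 each). A probe named only delta had 2.40 and -0.36 (standard error 0.84 each). Both were well above background on 8 of 8 arrays of each diet. Their F tests failed the adjustment (adjusted p = 0.584 and 0.282 over all probes). RT-qPCR values were not analysed here.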

For genes involved in protein metabolism, higher levels of expression of *CTSZ* were found in ongrowing fish fed the plant-based diets (*p-value* <0.05) compared to those fed the M-diet, while there was no significant difference between dietary groups in juveniles. In terms of carbohydrate metabolism, *PFKFB3* was down-regulated in juveniles with the inclusion of plant ingredients in the diet (M≥C≥V), while up-regulation was observed in C- and V-fed ongrowing fish. For immune response, *CTSS* was down-regulated in fish fed the V-diet compared to those fed the C-diet at the end of the first period of the feeding trial (V<C). Different diet-induced effects were observed in ongrowing fish, with the *CTSS* expression level enhanced in both C- and V-fed fish compared to those fed the M-diet (V = C>M). With regards to fatty acid catabolism in juveniles, we observed significantly lower expression of *FAAH* in the C-fed group compared to the M-fed group and intermediate levels for the V-fed fish. Enhanced expression of *FAAH* was observed in ongrowing fish fed the plant-based diets, compared to those fed the M-diet. No statistically significant differences were observed between groups in the expression levels of *Elovl5*, for juveniles and ongrowing fish. For *Elovl2*, we observed the highest levels of expression in V-fed fish, while the lowest levels were observed for the C-fed group. Up-regulation of *Elovl2* was found in both C- and V-fed groups of ongrowing fish compared to fish fed the M-diet. Up-regulation of *Δ6-desaturase* was observed in V-fed juveniles and in both C-and V-fed ongrowing fish compared to fish fed the M-diet.

#### Hepatic gene expression

The RT-qPCR performed on the livers of juveniles confirmed the microarray results for genes involved in fatty acid bioconversion (*Elovl2*) and cholesterol biosynthesis (lanosterol 14-alpha demethylase, *CYP51A1*; 7-dehydrocholesterol reductase, *DHCR7*). Among the genes involved in fatty acid bioconversion, *Elovl2* and *Δ6-desaturase* were found to be up-regulated in V-fed juveniles and ongrowing fish when compared to the other experimental groups. No statistically significant diet-induced effect was observed in the expression levels of *Elovl5* for both juvenile and ongrowing fish. Up-regulation of *CYP51A1*, *DHCR7* and *HMGCR* (3-hydroxy-3-methyl-glutaryl-CoA reductase) was found in juveniles fed the V-diet compared to the C- and M-fed fish, and the same expression pattern was observed in ongrowing fish (V>C = M).

In contrast to the results observed with the microarray approach, no statistically significant differences were observed for genes involved in energy pathways (Malate Dehydrogenase 2-NAD, *MDH2*) and electron transport (Cytochrome C Oxidase Subunit Vb, *COX5B*; Cytochrome C Oxidase Subunit VIIa Polypeptide 2 Like, *COX7A2L*) in juveniles or in ongrowing fish.

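On the arrays, the liver signal of MDH2 (CUST_11055_PI425536763) was 6.42 ± 0.58 (SD, n = 8) in M-fed, 6.27 ± 0.62 (SD, n = 8) in C-fed and 6.66 ± 0.91 (SD, n = 8) in V-fed fish, with an unadjusted p of 0.581 in limma's F test. COX5B (TC105004) had means of 7.81 ± 0.59, 7.29 ± 0.70 and 7.77 ± 0.87 (SD, n = 8 each) and an unadjusted p of 0.332 in limma's F test. For COX7A2L (TC99046) the means were 6.82 ± 0.56, 6.09 ± 0.98 and 6.90 ± 0.99 (SD, n = 8 each), with an unadjusted p of 0.139 in limma's F test. None of the 3 genes had an adjusted p under 0.05.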

## Discussion

In the context of sustainable aquaculture, replacing FM and FO with less expensive alternatives and more readily available products such as vegetable sources in farmed fish feeds is becoming common practice [4]. Such dietary replacement is known to affect the metabolic response of fish at different levels, including gene expression. However, the long-term effects of plant-based diets still remain poorly documented.

The primary objective of this study was to establish the long-term effects (7 and 13 months) of feeding rainbow trout a diet that substituted FM and FO with increased levels of plant ingredients, and to document the persistence of these changes over time. To assess these effects at the molecular level, we used a microarray approach combined with RT-qPCR analysis on selected genes.

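All 69 intestinal probes that passed the F test differed by more than 1 on the log2 scale between some pair of diets. The difference between their most distant diets ranged from 1.29 to 5.82, with a median of 2.78. For the 45 annotated genes the median of that difference was 1.53, and for the 22 annotated liver genes it was 0.69. Passing the F test itself favours large differences, so the sizes of the 69 probes do not measure the diets' effect in general. In simulated data the test recovered 75.5% of intestinal probes shifted by 2 on the log2 scale. Over all probes, the median size of the log2 difference was 0.21 between C-fed and M-fed fish and 0.29 between V-fed and M-fed fish in the intestine, and 0.30 and 0.37 in the liver.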

The relatively low number of genes found to be differentially expressed in intestine and liver of juveniles in response to our experimental diets, in addition to the relatively low overall fold changes (FC) obtained, suggested that diet-induced modifications were minimal. In the following discussion, we focus on the main processes highlighted by the enrichment analysis, particularly with respect to genes involved in metabolism-related biological processes.

### Plant-based diets: Effects on growth and survival

Fish survival was affected by the V-diet only during the first twelve weeks after the first feeding. This result can reflect the fact that the early developmental stages for fish are critical, as they undergo important morphological and physiological changes during this time [34]. At the end of this first rearing period (7-month feeding at 7°C), no significant difference in body weight was observed between groups and these results are in accordance with a previous study which demonstrated the remarkable ability of rainbow trout to survive and grow on a totally plant-based diet, completely devoid of marine ingredients [35]. Nevertheless, at the end of the following six months of feeding at 17°C, we observed differences in growth, with fish fed the V-diet displaying the lowest body weight. Low rearing water temperature is known to depress growth in salmonids, whereas at elevated water temperatures growth performance tends to be enhanced [36,37]. In the present study, the absence of differences at the end of the 7°C-feeding period is most likely linked to the low water temperature. Indeed, when M- and C-fed fish were reared at 17°C and could reach their optimum growth performance, a negative effect of the totally plant-based diet became visible. This result supports findings from previous studies which showed lower growth performance in fish fed diets containing different levels of plant ingredients, mainly linked to reduction in feed intake and/or feed efficiency [5,6,9,38,39]. In our study, lower values for feed efficiency were observed in ongrowing fish fed the V-diet, compared to the M- and C-fed fish. Although not statistically significant, this decrease in FE could explain the lower body weights of V-fed fish observed at the end of the second rearing period.

### Gene expression changes in the intestine

The intestine plays a key role in the digestion and absorption of nutrients and is very sensitive to dietary changes as shown by the modifications induced in intermediary metabolism, apoptosis and immune function in response to the inclusion of plant ingredients in aquafeeds [13,16]. Our transcriptomic analysis of the intestines of juveniles revealed a differential regulation of a certain number of cathepsins involved in protein catabolism (*i*.*e*. *CTSZ*, *CTSH*) and apoptotic processes/immunology (*i*.*e*. *CTSS*). 

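CTSZ had a mean log2 signal of 7.80 ± 0.95 (SD, n = 8) in M-fed, 5.51 ± 0.90 (SD, n = 8) in C-fed and 5.63 ± 1.37 (SD, n = 8) in V-fed fish. Its C-M difference of -2.29 (adjusted p = 0.115 from limma's contrast) and its V-M difference of -2.16 (adjusted p = 0.215) failed the adjustment, although 8 of 8 fish of either diet lay below the M mean. The C-M difference of CTSZ passed it in the fit of both tissues together (adjusted p = 0.0238) and without 3 of the 24 fish in turn. CTSH had a C-M difference of -1.96 (adjusted p = 0.171 from limma's contrast), lower in 8 of 8 C-fed fish, and a V-M difference of -1.31 (adjusted p = 0.539), lower in 7 of 8 V-fed fish. The C-M difference of CTSH passed the threshold under quantile normalization (-1.91, adjusted p = 0.0395) and, within pairs of equal replicate number (the replicate block), at an adjusted p of 0.0478.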

Cathepsins are lysosomal cysteine proteases, which have important metabolic roles in the maintenance of cellular homeostasis in organisms [40,41,42]. In a previous study where Atlantic salmon were fed a diet where FM was replaced by plant ingredients, the authors found up-regulation of *CTSZ* and other cathepsins [13]. These results were associated with a high protein turnover because, in addition to the up-regulation of cathepsins involved in protein degradation, the authors also found a simultaneous increase in the expression of genes involved in protein synthesis [13]. These findings are in contrast to what we observed in juveniles fed the V-diet, but are in complete agreement with the enhanced expression of *CTSZ* we found in ongrowing rainbow trout fed the C- and V-diets, compared to M-fed group. This supports the hypothesis of a high turnover in the intestines of fish fed plant-based diets. Cathepsins contribute also to the presentation of endosomal antigens [43]. Among these, cathepsin-S (*CTSS*), a lysosomal cysteine endopeptidase belonging to the papaine family, regulates immunity, antigen presentation and processing in fish [44,45]. In the present study, *CTSS* was down-regulated in the intestine of V-fed juveniles, compared to the M-fed group, while an opposite effect was observed in ongrowing fish suggesting that plant ingredients affect the immune response in rainbow trout, as previously demonstrated in Atlantic salmon and gilthead sea bream [46,47].

The pathway for fatty acid catabolism was also highly affected by dietary replacement as shown by changes in *FAAH* expression. *FAAH* is a membrane-associated protein that is localized in internal membranes, such as the endoplasmic reticulum, in which it is active. In a study on mammals, *FAAH* was shown to be involved in the regulation of intestinal motility, playing a role in the physiological balance of the intestine [48]. In our study, the up-regulation of *FAAH* observed in ongrowing fish fed the C- and V-diets suggest an increase in intestinal motility when trout are fed plant-based diets over a long term period at a relatively high water temperature. These results indicated an impairment of the intestinal physiological balance and are in accordance with the alterations in nutrient absorption and digestion previously observed in salmonids fed plant-based diets [10,49]. However, further investigations are needed to improve our understanding of the biological and physiological roles of *FAAH* in the intestine of fish.

The introduction of plant ingredients in the diet also affects the metabolism of carbohydrates and in this study we observed an overall down-regulation of several genes encoding enzymes related to sugar digestion, such as fucosidase isoforms and mannosidase. These results are in accordance with the down-regulation of genes involved in sugar degradation observed in Atlantic salmon in response to dietary inclusion of plant ingredients [10]. 

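MAN2B1 had a C-M difference of -2.97 (adjusted p = 0.0395 from limma's contrast) and a V-M difference of -3.28 (adjusted p = 0.0566), with 8 of 8 fish of either diet below the M mean. Leaving out M replicate 3 raised the adjusted p of the C-M difference to 0.122, and within pairs of equal replicate number (the replicate block) it was 0.0514. The V-M difference of MAN2B1 passed the threshold under quantile normalization (-2.99, adjusted p = 0.0435), with the filter on dim probes (adjusted p = 0.0302), with the slide as a block (-3.14, adjusted p = 0.0413) and in the fit of both tissues together (adjusted p = 0.0027). FUCA2 had a C-M difference of -2.90 (adjusted p = 0.012 from limma's contrast) and a V-M difference of -1.79 (adjusted p = 0.333), and FUCA1 a C-M difference of -1.77 (adjusted p = 0.0407) and a V-M difference of -1.13 (adjusted p = 0.429), in both genes with 8 of 8 fish of either diet below the M mean. The adjusted p of FUCA1 was 0.126 without M replicate 2 and 0.0519 under quantile normalization (-1.64). From the lower signal of such enzymes, the paper states that plant ingredients in the diet also affect the metabolism of carbohydrates.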

Previous studies in fish have consistently demonstrated an effect of dietary plant ingredients on the hepatic expression of genes involved in glycolysis, the major route of glucose catabolism [6,50]. *PFKFB3* is a powerful activator of 6-phosphofructo-1-kinase, the rate-limiting enzyme of glycolysis [51]. In our study, the down-regulation of *PFKFB3* in C- and V-fed groups may have been linked to the lower levels of dietary starch in the C- and V-diets (11.5 and 8% DM respectively), compared to that of the M-diet (20.5% DM). 

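Dietary starch was 20.5% of dry matter in the M-diet, 11.5% in the C-diet and 8.2% in the V-diet. On the arrays, PFKFB3 had a mean log2 signal of -1.72 ± 0.50 (SD, n = 8) in M-fed, -3.07 ± 1.11 (SD, n = 8) in C-fed and -2.71 ± 0.94 (SD, n = 8) in V-fed juveniles. Its C-M difference of -1.35 (adjusted p = 0.481 from limma's contrast), lower in 8 of 8 C-fed fish, and its V-M difference of -0.99 (adjusted p = 0.589), lower in 7 of 8 V-fed fish, failed the adjustment. The probe is dim, well above background on 5 of 8 M, 2 of 8 C and 4 of 8 V arrays.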

Interestingly, we observed a different expression profile for this gene in ongrowing fish, with enhanced expression of *PFKFB3* in C- and V-fed fish. These results may suggest either an adaptation of rainbow trout to plant-based diets during the feeding trial, or a temperature effect, reflecting a greater capacity to utilize starch at higher water temperatures as previously shown in this species [52] and also in sea bream [53].

### Gene expression changes in the liver

The liver is arguably the most important metabolically active tissue that responds to circulating dietary nutrients absorbed through the intestine. Concerning sterol metabolism, the up-regulation of *CYP51A1* and *DHCR7*, in fish fed the V-diet is in agreement with previous studies which showed higher expression levels of genes involved in cholesterol biosynthesis in Atlantic salmon [8] and rainbow trout [6] fed plant-based diets. In addition, the expression of *HMGCR*, a rate-limiting step in sterol biosynthesis, was significantly increased with the V-diet in juveniles and ongrowing trout, confirming our previous findings [29]. The absence of dietary cholesterol input in fish fed the V-diet might explain the up-regulation observed in the cholesterol biosynthetic pathway. Indeed, cholesterol is present in FM and FO, while plant ingredients, such as vegetable oils, are rich in phytosterols [49,54], which can interfere with cholesterol metabolism. The significant hypocholesterolemic effect observed in the present study is in line with the results of previous studies with different dietary replacement levels of FM [55,56] or FO [57] in several fish species. Together, the molecular and physiological results of the present study suggest that rainbow trout copes with the absence of dietary cholesterol supply by increasing the expression of genes involved in the cholesterol biosynthesis irrespective of the developmental stage or rearing conditions.

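In the liver, ATP5B (CUST_21841_PI425536763) had a mean log2 signal of 8.88 ± 0.50 (SD, n = 8) in M-fed, 8.77 ± 0.63 (SD, n = 8) in C-fed and 8.85 ± 0.86 (SD, n = 8) in V-fed juveniles. Its V-M difference of -0.04 (adjusted p = 0.983 from limma's contrast) was positive under 75th percentile scaling (0.24), quantile normalization (0.52) and normexp background correction (0.38). ATP5C1 (CUST_20841_PI425536763) had a C-M difference of -0.27 (adjusted p = 0.999 from limma's contrast), which was positive with weighted arrays (0.14), and a V-C difference of 0.27 (adjusted p = 0.947). MDH2 had a V-M difference of 0.24 (adjusted p = 0.872) and a V-C difference of 0.39 (adjusted p = 0.915), with 4 of 8 V-fed fish above either mean. None of these differences was larger than the spread between fish.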

The introduction of plant ingredients in the diets for juveniles enhanced expression of genes involved in energy pathways such as oxidative phosphorylation (*ATP5B* and *ATP5C1*) and a key mitochondrial component of the Krebs cycle (*MDH2*). These results are in contrast to those reported in the livers of trout fed vegetable oils [14]. However, for *MDH2* RT-qPCR validation failed to confirm this expression pattern. Similarly, the differences in the expression of two genes involved in electron transport (*COX5B* and *COX7A2L*) found in the microarray analysis (*p* = 0.038 and *p* = 0.027, respectively), were not confirmed by RT-qPCR in either juveniles or ongrowing fish. 

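As signed fold changes on the arrays, MDH2 had 1.18 between V-fed and M-fed and 1.31 between V-fed and C-fed livers, COX5B had -1.02 and 1.39, and COX7A2L had 1.05 and 1.75, where a negative value means lower in V-fed fish. The V-M value of COX5B was positive under 75th percentile scaling, quantile normalization, normexp background correction and the slide as a block.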

For all three genes, the FC detected by microarray analysis was relatively small (FC <2). The FC is known to be one of the factors contributing to the variation in results obtained by microarray *versus* qPCR. Generally speaking, lower correlations were reported for genes exhibiting FC lower than 2. For example, Morey et al. [58] reported a 1.4 FC as the cutoff below which microarray and qPCR data begin to lose correlation. The lack of differences in gene expression between groups we observed by RT-qPCR analysis may therefore be related to the small FC we recorded. Moreover, a total match between the microarray and the RT-qPCR results should not be expected due to limitations associated with RT-qPCR primers, which do not always exactly match the probe on the array, as previously observed in a study on Atlantic salmon liver [59]. Due to the genome duplication (4G) that occurred in salmonids [60], transcriptomic and gene expression studies are often more challenging than in other species due to the presence of duplicated and highly similar genes whose transcripts might be differentially regulated. The transcriptional effects observed in response to the dietary introduction of plant ingredients are therefore sometimes difficult to confirm when they are weak.

### Gene expression changes in both intestine and liver

Liver and intestine are known to be important actors in FA bioconversion in fish. Previous studies investigating the gene expression response of fish after dietary replacement of FO by vegetable oils have shown that, irrespective of the fish species and the oil used, LC-PUFA synthesis pathway is stimulated in these tissues [8,16,30,59,61]. In accordance with these results we observed in our study an up-regulation of polyunsaturated fatty acid elongase-2 (*Elovl2*) in the intestines and livers of juveniles and ongrowing fish fed the V-diet. In order to corroborate our results, we also investigated the expression of two other genes (*Δ6-desaturase* and *Elovl5*) that have key roles in fatty acid bioconversion [62,63]. The up-regulation of *Δ6-desaturase* we found in intestine and liver of V-fed fish support the results of several studies in different fish species [64]. Moreover, they are consistent with the increased activity of the LC-PUFA pathway observed in rainbow trout hepatocytes and enterocytes in response to vegetable oils-based diets [64,65]. In addition, the increase in the quantities of EPA+DHA (g fish^-1^) we found from juveniles to ongrowing V-fed fish provides further evidence that rainbow trout have the capacity to synthesize LC-PUFA from dietary precursors. Indeed, with the V-diet, EPA and DHA intake was zero right from the first feeding and therefore all the EPA and DHA recovered in body lipids come from neo-synthesis.

On the other hand, intestinal and hepatic expression of *Elovl5* did not significantly change in response to diet for juveniles or for ongrowing fish. These results are somewhat surprising, given the importance of this enzyme in LC-PUFA biosynthesis [66]. Still, it is known that both *Elovl5* and *Elovl2* have roles in the elongation of C18 into longer C-chains and that *Elovl5* does not have the capacity to elongate beyond C22 [67]. Given the crucial importance of DHA in fish, it can be hypothesized that the higher expression of *Elovl2* in fish fed the V-diet is linked to a preference given to the biosynthesis of DHA, rather than to EPA. Moreover, it has been shown that EPA can also represent a substrate for DHA production [68]. This increased biosynthesis of DHA is confirmed by the higher percentages of DHA (2% of total FA) we found in whole body juveniles and ongrowing fish, compared to EPA (1% of total FA). However, as previously demonstrated [69], the enhancement of LC-PUFA biosynthesis was not enough to compensate for the lack of provision of dietary n-3 LC-PUFAs. This was reflected in the whole body FA profile, which mirrored the composition of the different diets. Consequently, lower proportions of EPA and DHA were found in body lipids of juveniles and ongrowing fish fed the V-diet compared to those fed the other two diets.

## Conclusions

This study shows a slight effect of a totally plant-based diet on metabolism of rainbow trout fed such a diet from first feeding onwards. This result is supported by the relatively low proportion of differentially expressed metabolism-related genes in the intestine and liver transcriptomes of juveniles. The present work largely confirms the results of previous studies performed over a shorter feeding period, especially with regards to changes in the expression of genes involved in the bioconversion of cholesterol and fatty acids. Our study shows that dietary-induced molecular and biochemical changes in lipid metabolism were maintained in the long term. In contrast, for several genes involved in protein catabolism, immunity and fatty acid catabolism we observed a differential regulation that could be related to the different developmental stages and/or to the differences in rearing temperature. We also characterize new molecular actors affected by the nutritional stress induced in the fish intestine by introducing plant ingredients in diets for rainbow trout, especially for genes involved in intestinal motility. Our results provide a framework for the development of new plant-based feeds to further reduce the reliance of aquaculture on marine fishery resources.

## Supporting information

S1 Table Impact of dietary treatments on the intestinal transcriptome of juveniles. Genes tested by RT-q PCR are in bold.
(DOCX) Click here for additional data file.

S2 Table Impact of dietary treatments on the hepatic transcriptome of juveniles. Genes tested by RT-q PCR are in bold.
(DOCX) Click here for additional data file.

## References

[1] FAO (2016) The State of World Fisheries and Aquaculture 2016. Contributing to food security and nutrition for all Rome 200 pp.

[2] NaylorRL, HardyRW, BureauDP, ChiuA, ElliottM, FarrellAP, et al (2009) Feeding aquaculture in an era of finite resources. Proceedings of the National Academy of Sciences 106: 15103–15110.10.1073/pnas.0905235106PMC274121219805247

[3] JoblingM (2015) Fish nutrition research: past, present and future. Aquaculture International 24: 767–786.

[4] GatlinDM, BarrowsFT, BrownP, DabrowskiK, GaylordTG, HardyRW, et al (2007) Expanding the utilization of sustainable plant products in aquafeeds: a review. Aquaculture Research 38: 551–579.

[5] TorstensenB, EspeM, SandenM, StubhaugI, WaagbøR, HemreGI, et al (2008) Novel production of Atlantic salmon (*Salmo salar*) protein based on combined replacement of fish meal and fish oil with plant meal and vegetable oil blends. Aquaculture 285: 193–200.

[6] PanseratS, HortopanG, Plagnes-JuanE, KolditzC, LansardM, Skiba-CassyS, et al (2009) Differential gene expression after total replacement of dietary fish meal and fish oil by plant products in rainbow trout (*Oncorhynchus mykiss*) liver. Aquaculture 294: 123–131.

[7] TurchiniGM, TorstensenBE, NgWK (2009) Fish oil replacement in finfish nutrition. Reviews in Aquaculture 1: 10–57.

[8] LeaverMJ, VilleneuveLA, ObachA, JensenL, BronJE, TocherDR, et al (2008) Functional genomics reveals increases in cholesterol biosynthetic genes and highly unsaturated fatty acid biosynthesis after dietary substitution of fish oil with vegetable oils in Atlantic salmon (*Salmo salar*). BMC Genomics 9: 299 doi: 10.1186/1471-2164-9-299 1857722210.1186/1471-2164-9-299PMC2459193

[9] Benedito-PalosL, NavarroJC, Sitjà-BobadillaA, BellJG, KaushikS, Pérez-SanchezJ (2008) High levels of vegetable oils in plant protein-rich diets fed to gilthead sea bream (*Sparus aurata* L.): growth performance, muscle fatty acid profiles and histological alterations of target tissues. The British Journal of Nutrition 100: 992–1003. doi: 10.1017/S0007114508966071 1837767810.1017/S0007114508966071

[10] De SantisC, BartieKL, OlsenRE, TaggartJB, TocherDR (2015) Nutrigenomic profiling of transcriptional processes affected in liver and distal intestine in response to a soybean meal-induced nutritional stress in Atlantic salmon (*Salmo salar*). Comparative Biochemistry and Physiology Part D: Genomics and Proteomics 15: 1–11.10.1016/j.cbd.2015.04.00125916579

[11] GuM, KortnerTM, PennM, HansenAK, KrogdahlÅ (2014) Effects of dietary plant meal and soya-saponin supplementation on intestinal and hepatic lipid droplet accumulation and lipoprotein and sterol metabolism in Atlantic salmon (*Salmo salar* L.). The British Journal of Nutrition 111: 432–444. doi: 10.1017/S0007114513002717 2450775810.1017/S0007114513002717

[12] TaggartJB, BronJE, MartinSA, SeearPJ, HøyheimB, TalbotR, et al (2008) A description of the origins, design and performance of the TRAITS–SGP Atlantic salmon *Salmo salar* L. cDNA microarray. Journal of Fish Biology 72: 2071–2094. doi: 10.1111/j.1095-8649.2008.01876.x 1912520110.1111/j.1095-8649.2008.01876.xPMC2610384

[13] TacchiL, SecombesCJ, BickerdikeR, AdlerMA, VenegasC, TakleH, et al (2012) Transcriptomic and physiological responses to fishmeal substitution with plant proteins in formulated feed in farmed Atlantic salmon (*Salmo salar*). BMC Genomics 13: 363 doi: 10.1186/1471-2164-13-363 2285356610.1186/1471-2164-13-363PMC3526460

[14] PanseratS, KolditzC, RichardN, Plagnes-JuanE, PiumiF, EsquerréD, et al (2008) Hepatic gene expression profiles in juvenile rainbow trout (*Oncorhynchus mykiss*) fed fishmeal or fish oil-free diets. The British Journal of Nutrition 100: 953–967. doi: 10.1017/S0007114508981411 1843933010.1017/S0007114508981411

[15] GeayF, FerraressoS, Zambonino-InfanteJL, BargelloniL, QuentelC, VandeputteM, et al (2011) Effects of the total replacement of fish-based diet with plant-based diet on the hepatic transcriptome of two European sea bass (*Dicentrarchus labrax*) half-sibfamilies showing different growth rates with the plant-based diet. BMC Genomics 12: 522 doi: 10.1186/1471-2164-12-522 2201788010.1186/1471-2164-12-522PMC3377934

[16] MoraisS, SilvaT, CordeiroO, RodriguesP, GuyDR, BronJE, et al (2012) Effects of genotype and dietary fish oil replacement with vegetable oil on the intestinal transcriptome and proteome of Atlantic salmon (*Salmo salar*). BMC Genomics 13: 448 doi: 10.1186/1471-2164-13-448 2294347110.1186/1471-2164-13-448PMC3460786

[17] FrøystadM, LilleengE, Bakke-McKellepA, VekterudK, HemreGI, KrogdahlÅ (2008) Gene expression in distal intestine of Atlantic salmon (*Salmo salar* L.) fed genetically modified soybean meal. Aquaculture Nutrition 14: 204–214.

[18] MoraisS, EdvardsenRB, TocherDR, BellJG (2012) Transcriptomic analyses of intestinal gene expression of juvenile Atlantic cod (*Gadus morhua*) fed diets with Camelina oil as replacement for fish oil. Comparative Biochemistry and Physiology Part B: Biochemistry and Molecular Biology 161: 283–293.10.1016/j.cbpb.2011.12.00422198123

[19] Calduch-GinerJA, Sitjà-BobadillaA, DaveyGC, CairnsMT, KaushikS, Pérez-SánchezJ (2012) Dietary vegetable oils do not alter the intestine transcriptome of gilthead sea bream (*Sparus aurata*), but modulate the transcriptomic response to infection with *Enteromyxum leei*. BMC Genomics 13: 470 doi: 10.1186/1471-2164-13-470 2296718110.1186/1471-2164-13-470PMC3444936

[20] MurrayHM, LallSP, RajaselvamR, BoutilierLA, BlanchardB, FlightRM, et al (2010) A nutrigenomic analysis of intestinal response to partial soybean meal replacement in diets for juvenile Atlantic halibut, *Hippoglossus hippoglossus*, L. Aquaculture 298: 282–293.

[21] KendallAW, AhlstromEH, MoserHG (1984) Early life history stages of fishes and their characters In: MoserHG, RichardsWJ, CohenDM, FahayMP, KendallAW and RichardsonSL, editors. Ontogeny and Systematics of Fishes. American Society of Ichthyologists and Herpetologists Special Publication 1. Lawrence (USA): Allen Press; 1984. p. 11–24.

[22] Woynarovich A, Hoitsy G, Moth-Poulsen T (2011) Small-scale rainbow trout farming: Food and Agriculture Organization of the United Nations. Fisheries and Aquaculture Technical Paper No. 561. Rome. FAO.2011.

[23] LazzarottoV, CorrazeG, LeprevostA, QuilletE, Dupont-NivetM, MédaleF (2015) Three-Year Breeding Cycle of Rainbow Trout (*Oncorhynchus mykiss*) Fed a Plant-Based Diet, Totally Free of Marine Resources: Consequences for Reproduction, Fatty Acid Composition and Progeny Survival. PloS One 10: e0117609 doi: 10.1371/journal.pone.0117609 2565848310.1371/journal.pone.0117609PMC4320095

[24] AOAC. Official Methods of Analysis of the AOAC international 17th edition Washington, DC: Association of Official Analytical Chemists; 2000.

[25] McClearyBV, SolahV, GibsonTS (1994) Quantitative measurement of total starch in cereal flours and products. Journal of Cereal Science, 20, 51–58.

[26] StadtmanT (1957) Preparation and assay of cholesterol and ergosterol In: ColowichSP, KaplanMO, editors. Methods in enzymology 3 New York: Academic Press; 1957. p.392–394.

[27] FolchJ, LeesM, Sloane-StanleyG (1957) A simple method for the isolation and purification of total lipids from animal tissues. The Journal of Biological Chemistry 226: 497–509. 13428781

[28] ShanthaNC, AckmanRG (1990) Nervonic acid versus tricosanoic acid as internal standards in quantitative gas chromatographic analyses of fish oil longer-chain n—3 polyunsaturated fatty acid methyl esters. Journal of Chromatography: Biomedical Applications 533: 1–10.215051910.1016/s0378-4347(00)82182-9

[29] LazzarottoV, CorrazeG, LarroquetL, MazuraisD, MédaleF (2016) Does broodstock nutritional history affect the response of progeny to different first-feeding diets? A whole-body transcriptomic study of rainbow trout alevins. The British Journal of Nutrition 115: 2079–2092. doi: 10.1017/S0007114516001252 2711227610.1017/S0007114516001252

[30] MoraisS, PratoomyotJ, TorstensenBE, TaggartJB, GuyDR, BellJG, et al (2011) Diet × genotype interactions in hepatic cholesterol and lipoprotein metabolism in Atlantic salmon (*Salmo salar*) in response to replacement of dietary fish oil with vegetable oil. The British Journal of Nutrition 106: 1457–1469. doi: 10.1017/S0007114511001954 2173679510.1017/S0007114511001954

[31] OlsvikPA, LieKK, JordalA-EO, NilsenTO, HordvikI (2005) Evaluation of potential reference genes in real-time RT-PCR studies of Atlantic salmon. BMC Molecular Biology 6: 21 doi: 10.1186/1471-2199-6-21 1629319210.1186/1471-2199-6-21PMC1314898

[32] MatzMV, WrightRM, ScottJG (2013) No control genes required: Bayesian analysis of qRT-PCR data. PloS One 8: e71448 doi: 10.1371/journal.pone.0071448 2397704310.1371/journal.pone.0071448PMC3747227

[33] HosackDA, DennisGJr, ShermanBT, LaneHC, LempickiRA (2003) Identifying biological themes within lists of genes with EASE. Genome Biology 4: R70 doi: 10.1186/gb-2003-4-10-r70 1451920510.1186/gb-2003-4-10-r70PMC328459

[34] GatesoupeFJ, Zambonino InfanteJL, CahuC, BergotP (2001) Ontogeny, development and digestive physiology of fish larvae In: GuillaumeJ, KaushikS, BergotP, MétaillerR, editors. Nutrition and feeding of fish and crustaceans. Chichester, UK: Springer, Praxis Publishing; 2001. p.197–212.

[35] Le BoucherR, QuilletE, VandeputteM, LecalvezJM, GoardonL, ChatainB, et al (2011) Plant-based diet in rainbow trout (*Oncorhynchus mykiss* Walbaum): Are there genotype-diet interactions for main production traits when fish are fed marine *vs* plant-based diets from the first meal? Aquaculture 321: 41–48.

[36] LiM, LeatherlandJ (2008) Temperature and ration effects on components of the IGF system and growth performance of rainbow trout (*Oncorhynchus mykiss*) during the transition from late stage embryos to early stage juveniles. General and Comparative Endocrinology 155: 668–679. doi: 10.1016/j.ygcen.2007.08.017 1793793210.1016/j.ygcen.2007.08.017

[37] BaumD, LaughtonR, ArmstrongJ, MetcalfeN (2005) The effect of temperature on growth and early maturation in a wild population of Atlantic salmon parr. Journal of Fish Biology 67: 1370–1380.

[38] MédaleF, KaushikS (2009) Protein sources in feed for farmed fish. Cahiers Agricultures 18: 103–111.

[39] CorrazeG, KaushikS (2009) Lipid nutrition and fish oil replacement by vegetable oils in pisciculture. Cahiers Agricultures 18: 112–118.

[40] BrixK, DunkhorstA, MayerK, JordansS (2008) Cysteine cathepsins: cellular roadmap to different functions. Biochimie 90: 194–207. doi: 10.1016/j.biochi.2007.07.024 1782597410.1016/j.biochi.2007.07.024

[41] TurkV, TurkB, TurkD (2001) Lysosomal cysteine proteases: facts and opportunities. The EMBO Journal 20: 4629–4633. doi: 10.1093/emboj/20.17.4629 1153292610.1093/emboj/20.17.4629PMC125585

[42] ChapmanHA, RieseRJ, ShiG-P (1997) Emerging roles for cysteine proteases in human biology. Annual Review of Physiology 59: 63–88. doi: 10.1146/annurev.physiol.59.1.63 907475710.1146/annurev.physiol.59.1.63

[43] HsingLC, RudenskyAY (2005) The lysosomal cysteine proteases in MHC class II antigen presentation. Immunological Reviews 207: 229–241. doi: 10.1111/j.0105-2896.2005.00310.x 1618134010.1111/j.0105-2896.2005.00310.x

[44] RieseRJ, MitchellRN, VilladangosJA, ShiG-P, PalmerJT, KarpER, et al (1998) Cathepsin S activity regulates antigen presentation and immunity. Journal of Clinical Investigation 101: 2351–2363. doi: 10.1172/JCI1158 961620610.1172/JCI1158PMC508824

[45] ZhouJ, LiL, CaiZ-H (2012) Identification of putative cathepsin S in mangrove red snapper *Lutjanus argentimaculatus* and its role in antigen presentation. Developmental & Comparative Immunology 37: 28–38.2221054610.1016/j.dci.2011.12.011

[46] LilleengE, PennMH, HauglandØ, XuC, BakkeAM, KrogdahlÅ, et al (2009) Decreased expression of TGF-β, GILT and T-cell markers in the early stages of soybean enteropathy in Atlantic salmon (*Salmo salar* L.). Fish & Shellfish Immunology 27: 65–72.1942738310.1016/j.fsi.2009.04.007

[47] KokouF, AdamidouS, KaracostasI, SarropoulouE (2016) Sample size matters in dietary gene expression studies—A case study in the gilthead sea bream (*Sparus aurata* L.). Aquaculture Reports 3: 82–87.

[48] CapassoR, MatiasI, LutzB, BorrelliF, CapassoF, MarsicanoG, et al (2005) Fatty acid amide hydrolase controls mouse intestinal motility in vivo. Gastroenterology 129: 941–951. doi: 10.1053/j.gastro.2005.06.018 1614313310.1053/j.gastro.2005.06.018

[49] KrogdahlÅ, PennM, ThorsenJ, RefstieS, BakkeAM (2010) Important antinutrients in plant feedstuffs for aquaculture: an update on recent findings regarding responses in salmonids. Aquaculture Research 41: 333–344.

[50] PanseratS, MédaleF, BlinC, BrequeJ, VachotC, Plagnes-JuanE, et al (2000) Hepatic glucokinase is induced by dietary carbohydrates in rainbow trout, gilthead seabream, and common carp. American Journal of Physiology-Regulatory, Integrative and Comparative Physiology 278: R1164–R1170. doi: 10.1152/ajpregu.2000.278.5.R1164 1080128310.1152/ajpregu.2000.278.5.R1164

[51] AtsumiT, NishioT, NiwaH, TakeuchiJ, BandoH, ShimizuC, et al (2005) Expression of inducible 6-phosphofructo-2-kinase/fructose-2, 6-bisphosphatase/PFKFB3 isoforms in adipocytes and their potential role in glycolytic regulation. Diabetes 54: 3349–3357. 1630634910.2337/diabetes.54.12.3349

[52] BraugeC, CorrazeG, MédaleF (1995) Effect of dietary levels of lipid and carbohydrate on growth performance, body composition, nitrogen excretion and plasma glucose levels in rainbow trout reared at 8 or 18°C. Reproduction Nutrition Development 35: 277–290.10.1051/rnd:199503047612167

[53] CoutoA, EnesP, PeresH, Oliva-TelesA (2008) Effect of water temperature and dietary starch on growth and metabolic utilization of diets in gilthead sea bream (*Sparus aurata*) juveniles. Comparative Biochemistry and Physiology Part A: Molecular and Integrative Physiology 151: 45–50.10.1016/j.cbpa.2008.05.01318586542

[54] PhillipsKM, RuggioDM, ToivoJI, SwankMA, SimpkinsAH (2002) Free and esterified sterol composition of edible oils and fats. Journal of Food Composition and Analysis 15: 123–142.

[55] Sitjà-BobadillaA, Peña-LlopisS, Gómez-RequeniP, MédaleF, KaushikS, Pérez-SánchezJ, et al (2005) Effect of fish meal replacement by plant protein sources on non-specific defence mechanisms and oxidative stress in gilthead sea bream (*Sparus aurata*). Aquaculture 249: 387–400.

[56] KaushikS, CravediJ, LallesJ, SumpterJ, FauconneauB, LarocheM (1995) Partial or total replacement of fish meal by soybean protein on growth, protein utilization, potential estrogenic or antigenic effects, cholesterolemia and flesh quality in rainbow trout, *Oncorhynchus mykiss*. Aquaculture 133: 257–274.

[57] RichardN, MourenteG, KaushikS, CorrazeG (2006) Replacement of a large portion of fish oil by vegetable oils does not affect lipogenesis, lipid transport and tissue lipid uptake in European seabass (*Dicentrarchus labrax* L.). Aquaculture 261: 1077–1087.

[58] MoreyJS, RyanJC, Van DolahFM (2006) Microarray validation: factors influencing correlation between oligonucleotide microarrays and real-time PCR. Biological Procedures Online 8: 175–193. doi: 10.1251/bpo126 1724273510.1251/bpo126PMC1779618

[59] MoraisS, PratoomyotJ, TaggartJB, BronJE, GuyDR, BellJG, et al (2011) Genotype-specific responses in Atlantic salmon (*Salmo salar*) subject to dietary fish oil replacement by vegetable oil: a liver transcriptomic analysis. BMC Genomics 12: 255 doi: 10.1186/1471-2164-12-255 2159996510.1186/1471-2164-12-255PMC3113789

[60] AllendorfFW, ThorgaardGH (1984) Tetraploidy and the evolution of salmonid fishes In: TurnerBJ, editor. Evolutionary genetics of fish. New York: Plenum Press; 1984. p.1–53.

[61] LimtipsuntornU, HagaY, KondoH, HironoI, SatohS (2014) Microarray analysis of hepatic gene expression in juvenile Japanese flounder *Paralichthys olivaceus* fed diets supplemented with fish or vegetable oils. Marine Biotechnology 16: 88–102. doi: 10.1007/s10126-013-9535-y 2405249310.1007/s10126-013-9535-y

[62] BellM, DickJ, PorterA (2003) Pyloric ceca are significant sites of newly synthesized 22∶6 n−3 in rainbow trout (*Oncorhynchus mykiss*). Lipids 38: 39–44. 1266981810.1007/s11745-003-1029-5

[63] Fonseca-MadrigalJ, BellJG, TocherDR (2006) Nutritional and environmental regulation of the synthesis of highly unsaturated fatty acids and of fatty-acid oxidation in Atlantic salmon (*Salmo salar* L.) enterocytes and hepatocytes. Fish Physiology and Biochemistry 32: 317–328.

[64] TorstensenBE, TocherDR (2011) The effects of fish oil replacement on lipid metabolism of fish In: TurchiniGM, NgW-K, TocherDR, editors. Fish oil replacement and alternative lipid sources in aquaculture feeds. Boca Raton, FL: CRC Press; 2011. p.405–438.

[65] Fonseca-MadrigalJ, KaralazosV, CampbellPJ, BellJG, TocherDR (2005) influence of dietary palm oil on growth, tissue fatty acid compositions and fatty acid metabolism in liver and intestine in rainbow trout (*Oncorhynchus mykiss*). Aquaculture Nutrition 11: 241–250.

[66] MoraisS, MonroigO, ZhengX, LeaverMJ, TocherDR (2009) Highly unsaturated fatty acid synthesis in Atlantic salmon: characterization of ELOVL5-and ELOVL2-like elongases. Marine Biotechnology 11: 627–639. doi: 10.1007/s10126-009-9179-0 1918421910.1007/s10126-009-9179-0

[67] TocherDR (2003) Metabolism and functions of lipids and fatty acids in teleost fish. Reviews in Fisheries Science 11: 107–184.

[68] SprecherH, LuthriaDL, MohammedB, BaykoushevaSP (1995) Reevaluation of the pathways for the biosynthesis of polyunsaturated fatty acids. Journal of Lipid Research 36: 2471–2477. 8847474

[69] TurchiniGM, FrancisDS (2009) Fatty acid metabolism (desaturation, elongation and β-oxidation) in rainbow trout fed fish oil-or linseed oil-based diets. The British Journal of Nutrition 102: 69–81. doi: 10.1017/S0007114508137874 1912395910.1017/S0007114508137874

# Supplementary material for: Long-term dietary replacement of fishmeal and fish oil in diets for rainbow trout (Oncorhynchus mykiss): Effects on growth, whole body fatty acids and intestinal and hepatic gene expression
**Source:** PLoS One. 2018 Jan 24;13(1):e0190730. doi: 10.1371/journal.pone.0190730
**Supplement:** S1 Table — Genes tested by RT-q PCR are in bold.

**Supporting information 1.**

**S1Table. Impact of dietary treatments on the intestinal transcriptome of juveniles**. 

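This table lists the annotated intestinal genes with the fold change between each pair of diets, in which a negative value stands for the lower mean in the diet named first. On the log2 scale, the fold changes computed here from the scanner values and those of the table had a Pearson's r of 0.989 between the C-diet and the M-diet, 0.845 between the V-diet and the M-diet and 0.885 between the V-diet and the C-diet. The median ratio of the former to the latter was 0.843, 0.974 and 0.752, respectively. These are across the 45 genes, which are not independent replicates. The direction was the same for 44 of 45 genes in the C-M comparison, for 42 of 43 in the V-M comparison and for 38 of 43 in the V-C comparison, counting only genes for which the table gives a direction.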

Genes tested by RT-q PCR are in bold.

# Supplementary material for: Long-term dietary replacement of fishmeal and fish oil in diets for rainbow trout (Oncorhynchus mykiss): Effects on growth, whole body fatty acids and intestinal and hepatic gene expression
**Source:** PLoS One. 2018 Jan 24;13(1):e0190730. doi: 10.1371/journal.pone.0190730
**Supplement:** S2 Table — Genes tested by RT-q PCR are in bold.

**Supporting information 2**

**S2 Table. Impact of dietary treatments on the hepatic transcriptome of juveniles.** Genes tested by RT-q PCR are in bold.

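The table gives the same values for the annotated liver genes. Across its 22 genes, which are not independent replicates, Pearson's r with the log2 fold changes computed here was 0.95 in the C-M comparison, 0.983 in the V-M comparison and 0.958 in the V-C comparison. The median ratio of the log2 fold changes computed here to those of the table was 1.01, 0.387 and 0.769, respectively. The direction was the same for 16 of 18 genes with a direction in the table in the C-M comparison, for 18 of 22 in the V-M comparison and for all 22 in the V-C comparison.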

|  |  |  | Fold Change (FC) | | |  | ***Significance*** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Probe name** | **Gene Symbol** | **Description** | ***C vs M*** | ***V vs M*** | ***V vs C*** |  | ***p-value*** |
| ***Biological processes*** |  |  |  |  |  |  |  |
| *Lipids/Cholesterol Metabolism* | |  |  |  |  |  |  |
| **CUST_14393_PI425536763** | **Elovl2** | **polyunsaturated fatty acid elongase** | **+ 1.4** | **+ 2.6** | **+ 1.8** |  | ***0.049*** |
| **TC130473** | **CYP51A1** | **cytochrome P450, family 51, subfamily A, polypeptide 1** | **+ 2.3** | **+ 4.1** | **+ 1.8** |  | ***0.046*** |
| **TC130143** | **DHCR7** | **7-dehydrocholesterol reductase** | **+ 2.3** | **+ 3.8** | **+ 1.6** |  | ***0.049*** |
| CUST_9914_PI425536763 | TM7SF2 | transmembrane 7 superfamily member 2 | + 2.6 | + 5.7 | + 1.8 |  | *0.030* |
|  |  |  |  |  |  |  |  |
| *Energy pathways* |  |  |  |  |  |  |  |
| CUST_21841_PI425536763 | ATP5B | ATP synthase, H+ transporting mitochondrial F1 complex, beta subunit | - 1.0 | + 1.5 | + 1.5 |  | *0.030* |
| CUST_20841_PI425536763 | ATP5C1 | ATP synthase, H+ transporting, mitochondrial F1 complex, gamma polypeptide 1 | +1.1 | + 1.4 | + 1.3 |  | *0.040* |
| **CUST_11055_PI425536763** | **MDH2** | **malate dehydrogenase 2, NAD (mitochondrial)** | **+1.0** | **+ 1.7** | **+ 1.7** |  | ***0.030*** |
| TC114386 | UQCRC1 | ubiquinol-cytochrome c reductase core protein I | -1.0 | + 1.7 | + 1.7 |  | *0.030* |
|  |  |  |  |  |  |  |  |
| *Electron Transport* |  |  |  |  |  |  |  |
| **TC105004** | **COX5B** | **cytochrome c oxidase subunit Vb** | **-1.2** | **+1.4** | **+ 1.6** |  | ***0.038*** |
| **TC99046** | **COX7A2L** | **cytochrome c oxidase subunit VIIa polypeptide 2 like** | **-1.2** | **+1.5** | **+ 1.9** |  | ***0.027*** |
|  |  |  |  |  |  |  |  |
| ***Molecular function*** |  |  |  |  |  |  |  |
| TC100568 | ACTN3 | actinin alpha 3a | - 1.4 | - 3.6 | - 2.5 |  | *0.027* |
| TC103820 | CSRP1 | cysteine and glycine-rich protein 1a | + 1.0 | - 2.2 | -2,3 |  | *0.046* |
| CUST_8095_PI425536763 | DBI | diazepam binding inhibitor (GABA receptor modulator, acyl-CoA binding protein) | + 1.4 | + 2.3 | + 1.6 |  | *0.030* |
| CUST_10542_PI425536763 | DRG1 | developmentally regulated GTP binding protein 1 | - 1.5 | + 1.5 | + 2.2 |  | *0.027* |
| CUST_21649_PI425536763 | NDUFA9 | NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 9 | + 1.1 | + 1.5 | + 1.4 |  | *0.046* |
| TC102108 | RAE1 | RNA export 1 homolog (S. pombe) | - 1.2 | + 1.3 | + 1.5 |  | *0.030* |
| *Macromolecule biosynthesis* |  |  |  |  |  |  |  |
| TC100227 | DENR | density-regulated protein | - 1.3 | + 1.3 | + 1.7 |  | *0.049* |
| TC95842 | EIF5 | eukaryotic translation initiation factor 5 | - 1.4 | + 1.4 | + 2.0 |  | *0.033* |
| CUST_7899_PI425536763 | MRPL3 | mitochondrial ribosomal protein L3 | - 1.2 | + 1.3 | + 1.5 |  | *0.030* |
| CUST_3849_PI425536763 | MRPS18B | mitochondrial ribosomal protein S18B | - 1.4 | + 1.2 | + 1.6 |  | *0.030* |
|  |  |  |  |  |  |  |  |
| ***Cellular component*** |  |  |  |  |  |  |  |
| CUST_17684_PI425536763 | SEC23IP | SEC23 interacting protein | - 1.4 | + 1.5 | + 1.4 |  | *0.036* |
| TC112917 | NCOA4 | nuclear receptor coactivator 4 | + 2.4 | - 2.1 | - 5.1 |  | *0.027* |

How the deposited data were processed for this re-analysis (not part of the article)

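Intestine (mid gut) and liver RNA of juvenile rainbow trout fed the M-, C- or V-diet for 7 months at 7°C was measured on a custom one-colour 8x60K oligoarray, 8 fish per diet and tissue and 48 arrays in all. Each array's diet, tissue and replicate number were taken from its label and its deposited scanner output, and no array was pooled or left out of the values reported. The scanner output holds, for each of 61657 spots besides 1319 control spots, an intensity. Per the file headers and column names, the intensities as deposited had been made by the authors with Agilent Feature Extraction (version 10.7.3.1 in the files), which subtracted a fitted background surface on every array and on most arrays also removed a multiplicative trend across it, without normalization between arrays. The authors' deposited table holds log2 values for 60251 probes, which the authors had made in GeneSpring by scaling each array by its median, per the methods; the medians of the columns of one tissue are nearly equal. Of these, 60195 are the non-control probes analysed here, and 421 of the table's values are negative. On 40 of the 48 arrays, a column of the table equals the log2 intensity of the array of the same label up to a constant.

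Spots that Feature Extraction had marked as population or non-uniformity outliers were left out, the log2 intensities of the spots of a probe were averaged, and the median over all 60195 probes was subtracted from each array. No filter on dim probes and no pseudocount was used, since all processed intensities were above 0. A spot well above background is one that Feature Extraction calls so. Probes were tested in each tissue with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), by the moderated F test over the 3 diets and by the contrasts C-M, V-M and V-C, with Benjamini-Hochberg adjustment over all probes and a threshold of 0.05. Whether the diet effect differed between the tissues was tested with limma's F test of the interaction over all 48 arrays, which treats the arrays as independent.

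Genes were identified by the probe that the paper's supplementary tables give for them. The 8 lists of genes are those of the paper's categories: protein catabolism (7 genes), carbohydrate metabolism (7), molecular function (11) and cellular component (6) in the intestine, and lipid and cholesterol metabolism (4), energy pathways (4), electron transport (2) and macromolecule biosynthesis (4) in the liver. For each fish the mean over a list was computed and compared between diets with a 2-sided exact permutation test over the 12870 ways of dividing 16 fish into 8 and 8, adjusted over 24 comparisons. The smallest p this test can give is 0.000155. The difference of such a list effect between the tissues was tested by permuting the tissue labels within each diet (100000 resamples), after removing each tissue's mean. The genes named in the text were fixed before the data were examined: every gene of the paper's tables, the RT-qPCR genes for which the array names a probe, and in each tissue the 5 probes with the smallest adjusted p of the F test and the 5 with the largest difference among those past the threshold. At most 4 of these probes without a gene name are given in the text, and the single values of a gene of the carbohydrate metabolism list are not reported here.

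The alternatives set before the data were examined were the 75th percentile in place of the median, quantile normalization, normexp background correction of the mean spot signal with an offset of 50, a filter to probes well above background on every array of some diet, the slide or the replicate number as a block (the replicate block), limma's array weights, eBayes with a trend and robust variance, both tissues in one fit, the authors' processed values, each fish left out in turn, the methods' one-way ANOVA with and without adjustment, distinct gene names in place of probes, and for the lists the median in place of the mean. The replicate block of the lists flips the signs of the 8 differences between fish of equal number in all 256 ways. The scan day as a block, the arrays with an interquartile range of log2 signal under 3.7 left out, array weights with the probes in reverse order, and the gene values with each fish left out were added after the data were seen. Labels state no pairing of fish, and the numbers were not taken as pairs except in the replicate block. Tanks entered no test, so fish of the same tank were treated as independent.

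The test procedure was tested on simulated data, independent normal values with each probe's spread on these arrays, in which 200 of 60195 probes were shifted by 2 on the log2 scale in C-fed fish, up and down in turn. It recovered 71% of them between the C-diet and the M-diet in the intestine with 8 false calls, and 56% in the liver with 2 false calls. Without any shift it called no probe in the F test, and 4.84% and 5.08% of probes had an unadjusted p under 0.05. Arbitrary splits of the real arrays gave up to 2993 probes in a contrast of the intestine and 21831 in a contrast of the liver. Independent values do not imitate this, so the simulated rates need not hold for these arrays. The lists of cell-type and pathway marker genes, GO enrichment, RT-qPCR, growth, plasma and fatty acid data were not analysed here.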

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

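No test of this part was chosen after its result was seen, except that the number of splits with weighted arrays was raised after a smaller draw had been seen; the patterns come from the same data. In 243 groups of 8 fish, taken over the array measures, the lists and the genes named here, the lowest or the highest value lay unusually far from the others in 32, where chance would give about 12.15, so that single groups carry little weight and only the pile-up on single arrays is a pattern. Of the 32, 14 came from the intestine array M replicate 5 and 13 from the intestine array V replicate 2.

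Intestine M replicate 5 had the lowest interquartile range of log2 signal of its diet, 2.80 (next lowest 4.43), and within that diet the lowest median correlation with the other intestine arrays, 0.863 (next lowest 0.936); over all diets that of V replicate 2 was lower (0.822). Its mean over the cellular component list was 1.71 (next lowest 2.56). It was the lowest M-fed fish for ENPEP (-0.62), BAD (0.47), CPT1A (2.45), PQBP1 (4.11), PRPSAP2 (2.46), ASAH1 (2.60), ARHGAP12 (2.52), PSAP (2.11), SNAP23 (0.93) and VPS41 (3.58), and the highest for the dim CDKN1B (-0.82). Bright probes low and a dim probe high is what a compressed signal range would give, and the array's range is the narrowest of the intestine, but no test separated this from other defects of the array or from a difference of the fish. Its spots of one probe differed by 0.13 on the log2 scale, near the median of the other intestine arrays (0.11). Without this array the F test called 328 probes in place of 69. No biological explanation was tested for a single fish.

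Intestine V replicate 2 was the lowest V-fed fish for the cellular component list (0.80), CTSZ (2.49), DPP7 (0.058), FOLH1 (-3.77), MAN2B1 (1.55), POLR2F (-3.83), TTC4 (-1.18), ABCC4 (-4.06), SLC16A1 (-3.67), SNX8 (-3.75), RPS14 (0.25) and VPS41 (-1.84), and the highest for MXD4 (1.09). The spots of one probe differed more on it than on any other intestine array, by a median of 0.28 against at most 0.16 elsewhere, which is consistent with poor spots or local damage on that array. The test does not exclude that the fish itself also differed. Without it the F test called 93 probes in place of 69, and the V-C difference of the cellular component list changed from -0.06 to 0.09.

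Of the other 5, intestine C replicate 6 had an interquartile range of 3.46 (next lowest of its diet 4.25), and intestine C replicate 1 was the highest C-fed fish for PQBP1 (5.97). In the liver, C replicate 2 was the lowest for DHCR7 (0.11), and C replicate 3, the liver array with the narrowest signal range (2.47), was the lowest for ATP5B (7.33) and NDUFA9 (4.45). On liver C replicate 2 the spots of one probe differed by a median of 0.57, against at most 0.16 on the other liver arrays, which is consistent with poor spots on that array. No biological explanation was tested for these single fish.

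The diet effect on 3 lists differed between the tissues when the tissue labels were permuted within each diet. The intestine minus liver difference of the C-M effect was -1.84 for protein catabolism (adjusted p = 0.0075 over 24 comparisons; intestine -2.25, liver -0.41), -2.40 for carbohydrate metabolism (adjusted p = 0.0026; intestine -2.72, liver -0.31) and -1.16 for molecular function (adjusted p = 0.0043; intestine -1.13, liver 0.03). For the V-M effect it was -1.33 for carbohydrate metabolism (adjusted p = 0.0404) and -0.80 for molecular function (adjusted p = 0.0233). All 8 intestines of C-fed and of V-fed fish lay below the M mean for these lists. The paper chose these genes for their change in the intestine, which favours such a difference. Over all probes, limma's interaction test called 0 (2422 at an unadjusted p under 0.05). A count of 0 is reached by every split (100 of 100), so that the splits say nothing there. This test and the permutations treat the arrays of the tissues as independent, although intestine and liver arrays of equal number were correlated over 0.1 in 7 of 8 M-fed and 7 of 8 C-fed fish (4 of 8 V-fed). A difference between the tissues' arrays is argued against only as far as the tests of the intestinal effect go, given for the protein catabolism and carbohydrate metabolism genes, and a tissue-specific response to the diets stays open.

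Of the 69 probes called in the intestine, 61 are outside the paper's table of annotated genes. The paper counts more changed genes than it lists, so the 61 may be among those it does not name. A count as large as 69 came from 1 of 100 splits of the 24 arrays, the real one included, and the highest of the others was 59. Arbitrary splits thus seldom gave so many probes. They do not exclude chance, since 100 splits are few and they divide single fish without regard to tanks. The count itself rests on single fish, from 17 without M replicate 7 to 328 without M replicate 5. Counts as large as the real ones were also seldom in the C-M comparison (2 of 100 splits) and the V-C comparison (2 of 100). Both are shares under 0.05 without adjustment over these tests. For the V-M comparison the share was 4 of 100, but its count is only 4 while other splits gave 43, 623 and 2993, so it shows little. Other splits gave up to 2807 probes in the C-M comparison and 2839 in the V-C comparison, so that an arbitrary division of these arrays can at times give far more than the diets do. With weighted arrays the real count of 9608 was reached by 3 of 60 splits, and chance cannot be excluded for it either. In the liver, where limma called no probe (2986 in the F test at an unadjusted p under 0.05), 100 of 100 splits reach a count of 0 by necessity in the F test and in each of the 3 contrasts, which says nothing on chance. Other splits of the liver V-C comparison gave up to 21831 probes.

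The mean of the 14 protein catabolism and carbohydrate metabolism genes of the paper's table was lower in the intestine on the C-diet and the V-diet, with wide differences between fish of one diet (SD 0.80 within diets). A compressed signal range is argued against as the whole cause, since under quantile normalization, which gives all arrays one distribution, the V-M difference of protein catabolism was -1.37 (adjusted p = 0.0016) against -1.57; the adjusted p over its alternatives reached 0.0703, under the replicate block. The C-M difference was -2.16 against -2.25, which decides little, since the mean signal range hardly differed between these diets (by 0.035, against 0.47 between the V-diet and the M-diet). The slide is argued against in the same way, since the C-M difference was -2.13 and the V-M difference -1.42 with the slide as a block. One shared source of these transcripts that differs between fish, such as the part of the gut or the cell types sampled, stays open: of 112 probes chosen only by their covariation with this mean among fish of the same diet, 98.2% were lower in C-fed than in M-fed fish (110 probes), and 107 were lower in V-fed fish, against 46.8% and 63.0% of the 31167 probes considered, those well above background on every intestine array. The values are consistent with such a source, which the diets, the sampling or both could have changed, and a direct effect of the diets on these genes stays open as well.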

How the results depend on the processing

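The scan day as a block, the compressed arrays left out (interquartile range under 3.7), array weights with the probes in reverse order and the gene values with each fish left out were chosen after the data were seen; all other alternatives were set before. Where a result changed, the cause was not tested. Counts are given in the order F test, C-M, V-M and V-C, and adjusted p in brackets.

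In the intestine the counts were 69, 48, 4 and 36. They were 88, 52, 5 and 63 under 75th percentile scaling, 141, 79, 25 and 84 under quantile normalization, 130, 58, 8 and 89 with the filter on dim probes (fewer probes tested), 88, 49, 7 and 103 with the slide as a block, 202, 107, 16 and 219 under the replicate block, 100, 56, 5 and 55 with trend and robust eBayes, 189, 95, 34 and 88 with both tissues in one fit, 9608, 2273, 5268 and 8626 with array weights, 10211, 2408, 5847 and 9046 with the probes in reverse order, and 8, 35, 0 and 0 without the compressed arrays (limma, fewer arrays; 6139, 4269, 5232 and 7460 at an unadjusted p under 0.05). The one-way ANOVA gave 17 with adjustment and 5811 without. Normexp background correction, the authors' processed values, the scan day and distinct names stayed within 1.5 times. Of the 69 probes, at least 45 were also called under each alternative with a count of shared probes, except 7 without the compressed arrays. With each fish left out the counts ranged from 17 (M replicate 7) to 328 (M replicate 5), 20 (M replicate 2) to 119 (C replicate 1), 4 to 40 (V replicate 6) and 8 (C replicate 7) to 358 (V replicate 6).

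In the liver limma called 0 in each (2986, 2153, 3562 and 3534 at an unadjusted p under 0.05). The counts were 0, 0, 1 and 1 under 75th percentile scaling, 3, 0, 3 and 10 under quantile normalization, 0, 0, 3 and 0 under normexp background correction, 27, 7, 5 and 46 with array weights, 26, 8, 3 and 16 with the probes in reverse order, 19, 1, 29 and 12 with both tissues in one fit, and 2, 0, 1 and 1 without the compressed arrays; the one-way ANOVA without adjustment gave 3110. With each fish left out they reached at most 1, 1, 3 and 1, from 0. The interaction count of 0 became 11 under 75th percentile scaling, 10 under quantile normalization, 9 under normexp background correction and 229 with array weights.

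The lists were not run with the filter on dim probes, array weights, trend and robust eBayes, both tissues in one fit, the scan day or the compressed arrays left out. Under the alternatives run on them, no list difference past the threshold changed direction. Under 75th percentile scaling, these passed: carbohydrate V-C 0.98 (0.0413), lipid C-M 0.90 (0.0106) and V-C 0.86 (0.0022), energy V-M 0.38 (0.0477) and V-C 0.40 (0.0441), electron transport C-M -0.43 (0.0474) and V-C 0.72 (0.0054), macromolecule C-M -0.56 (0.0216) and V-C 0.65 (0.0019); cellular component V-C (0.10) and macromolecule V-M (0.10) changed sign without passing. Under quantile normalization, these passed: carbohydrate V-C 0.85 (0.0499), lipid C-M 0.85 (0.0207) and V-C 1.03 (0.0012), energy V-M 0.60 (0.000932) and V-C 0.58 (0.000622), electron transport C-M -0.36 (0.0207), V-M 0.51 (0.000622) and V-C 0.87 (0.000622), macromolecule C-M -0.50 (0.0049) and V-C 0.76 (0.000622); energy C-M (0.027) and macromolecule V-M (0.26) changed sign. Under normexp background correction, these passed: lipid V-C 1.11 (0.0062), energy V-C 0.75 (0.0325), electron transport V-C 1.13 (0.019), macromolecule C-M -0.85 (0.0325) and V-C 1.04 (0.0129); macromolecule V-M (0.18) changed sign. With the slide as a block, lipid V-C 1.30, energy V-C 0.90, electron transport V-C 1.21 and macromolecule V-C 1.04 passed (0.0111 each), and electron transport V-M was -0.0071.

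Under the replicate block, which flips signs within pairs of equal number, 5 no longer passed: protein catabolism V-M -1.57 (0.0703), carbohydrate V-M -1.90 (0.0536), molecular function V-M -0.79 (0.0833), and cellular component C-M -0.71 (0.0536) and V-M -0.77 (0.0536). With the median over the list, molecular function C-M -0.21 (0.517) and V-M -0.55 (0.097) and cellular component C-M -0.76 (0.0833) and V-M -0.81 (0.0974) no longer passed, and molecular function V-C was -0.34. With each fish left out, energy V-M ranged from -0.032 to 0.25, electron transport V-M from -0.14 to 0.19, macromolecule C-M from -0.92 (without M replicate 1, 0.0265) to -0.58, carbohydrate V-C from 0.66 to 1.08 (without C replicate 1, 0.022) and cellular component V-C from -0.14 to 0.088; the lists past the threshold stayed past it.

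Of the single gene comparisons, none reversed a called difference. With array weights 68 came past the threshold, and 116 kept their side and direction; quantile normalization gave 9 more and 2 fewer, both tissues in one fit 10 more and 2 fewer, the slide as a block 2 more and 3 fewer, the replicate block 4 more and 2 fewer, 75th percentile scaling and normexp background correction 2 more and 2 fewer each, the filter and the scan day 1 more each, the compressed arrays left out 5 fewer, and trend and robust eBayes and the authors' processed values no change of side. Over all fish left out in turn, 27 came past the threshold, 90 no longer passed and 4622 kept their side and direction. The median of all probes moved by more than 0.1 in the V-M contrast under 75th percentile scaling (0.18 in the intestine, 0.15 in the liver), in the intestinal V-C (0.17) and liver C-M (0.14) contrasts there, and in the liver V-M contrast under median scaling (-0.12) and normexp background correction (-0.12).

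Fish of equal number were not taken as pairs. The correlation of their deviations from the diet mean was above 0.1 in 7 of 8 numbers between C-fed and M-fed intestines (mean 0.33), and in 3 or 4 of 8 in the other comparisons of diets. Between intestine and liver it was above 0.1 in 7 of 8 numbers on the M-diet (mean 0.16), 7 of 8 on the C-diet (mean 0.20) and 4 of 8 on the V-diet (mean 0.016). The values with intestine V rest on an order of these fish that differs between the sources. Signal over background limits MPO, which no V-fed intestine showed well above background (1.46-fold lower than in M-fed fish with V signals raised to the detection level, not a strict bound). It also limits ADCY1, seen on at most 1 array of a diet, so that no fold is given for ADCY1. ATP2C1 was well above background on 5, 1 and 4 of the 8 M, C and V arrays, so that its values are uncertain.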

Differences from the paper's values

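The paper's fold changes and those given here are on one scale, signed fold changes, with a negative value for the lower mean in the diet named first; they differ when their signs differ or when they differ by more than the spread between fish on the log2 scale. Of 135 fold changes in the intestine 9 differ, and of 66 in the liver 6 differ. The alternatives named are those set before the data were examined, except where said otherwise, and for single genes "only" refers to these.

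The paper's number of genes changed by diet in the intestine is 143, and limma's F test gave 69 probes. The values fall within 1.5 times the paper's under quantile normalization (141), with the filter on dim probes (130), under the replicate block (202), with trend and robust eBayes (100), with both tissues in one fit (189), and of the fits with a fish left out, which ranged from 17 to 328, without C replicate 2 (97) only. They do not with the methods' one-way ANOVA with adjustment (17) or without it (5811), distinct gene names (69), 75th percentile scaling (88), normexp background correction (68), the slide as a block (88), array weights (9608) or the authors' processed values (66). In the liver, the paper's number is 53 and limma's F test gave 0 probes (2986 at an unadjusted p under 0.05). No alternative came within 1.5 times of it: array weights gave 27, both tissues in one fit 19, quantile normalization 3, the methods' one-way ANOVA without adjustment 3110, and 75th percentile scaling, normexp background correction, the filter on dim probes, the slide as a block, the replicate block, trend and robust eBayes, the authors' processed values, distinct gene names and the one-way ANOVA with adjustment gave 0, and the fits with a fish left out gave at most 1.

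In the intestine, the paper's C-M fold change of MAP3K7 is -1.1, against 1.01 here, and only the slide as a block (-1.03) closes the gap. The paper's V-M fold change of MAP3K7 is -1.5, against 1.43 here, and no alternative closes the gap; the paper's V-C value for MAP3K7, 1.6 (1.42 here), together with its C-M value, gives a V-M value above 1. For ATP2C1 the paper's V-M value is -3.6, against -2.01 here, closed under quantile normalization (-2.42) and with array weights (-2.22) only, and the paper's V-C value is 1.1, against 2.26 here, closed under quantile normalization (1.51) and normexp background correction (1.12) only; the filter on dim probes leaves ATP2C1 out. ATP2C1 was well above background on 5, 1 and 4 of the 8 M, C and V arrays, so that its fold changes here are uncertain. The paper's V-C value of MAN2B1 is 1.3, against -1.24 here, closed with array weights (1.08) only. That of VPS41 is 1.4 in the paper, against -1.41 here, also closed with array weights (1.11) only. For ASH2L the paper's V-C value is 1.3, against -1.15 here, and for RPS14 it is 1.1, against -1.71 here, and no alternative closes either gap. The paper's V-C value of ATP6V0C is 1.1, against -1.03 here, closed under 75th percentile scaling (1.08), quantile normalization (1.08) and the slide as a block (1.03) only.

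In the liver, the paper's C-M fold change of ATP5C1 is 1.1, against -1.20 here, closed with array weights (1.10) only. For NDUFA9 the paper's C-M value is 1.1, against -1.06 here, closed under 75th percentile scaling (1.08), quantile normalization (1.14) and array weights (1.02) only. The paper's V-M value of ATP5B is 1.5, against -1.03 here, that of MRPL3 is 1.3, against -1.11 here, and that of MRPS18B is 1.2, against -1.19 here. These 3 gaps are closed under 75th percentile scaling (1.18, 1.09 and 1.02), quantile normalization (1.43, 1.25 and 1.17) and normexp background correction (1.30, 1.18 and 1.09), and under no other alternative. The paper's V-M value of COX5B is 1.4, against -1.02 here, closed under the same 3 alternatives (1.18, 1.36 and 1.30) and the slide as a block (1.02) only.

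Alternatives chosen after seeing the values also close gaps, on the log2 scale as follows. Without V replicate 2, whose spots of one probe differed most of the intestine arrays, the V-C difference is 0.25 for MAN2B1 and 0.31 for VPS41, and for ATP2C1 the V-M difference is -1.18, as it is without M replicate 8. Array weights with the probes in reverse order close the gaps of MAN2B1 (0.12), VPS41 (0.15), ATP2C1 V-M (-1.16), ATP5C1 (0.15) and NDUFA9 (0.027). Without the compressed arrays those of ATP2C1 V-M (-1.17), ATP6V0C (0.17), ATP5C1 (0.11), NDUFA9 (0.028), ATP5B (0.75), COX5B (0.69), MRPL3 (0.60) and MRPS18B (0.55) close. Leaving out a fish also closes the C-M gap of MAP3K7 (-0.04 without M replicate 3, -0.12 without C replicate 2, -0.03 without C replicate 7), that of ATP6V0C (0.09 and 0.019 without C replicate 1 and 4; 0.026, 0.035 and 0.0075 without V replicate 4, 7 and 8) and that of NDUFA9 (0.029 without M replicate 6, 0.12 without C replicate 3). It closes those of ATP5B and COX5B without M replicate 2 (0.03 and 0.07), M replicate 6 (0.07 and 0.11) and V replicates 1 (0.09 and 0.10), 3 (0.07 and 0.10), 6 (0.09 and 0.07) and 8 (0.07 and 0.05). None of these alternatives closes the V-M gap of MAP3K7 or the V-C gaps of ASH2L, RPS14 and ATP2C1.

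The paper states that the 4 immune response and apoptosis genes were lower on the plant-based diets than on the M-diet; 3 of the 4 were lower on either diet here, and MAP3K7 was higher on either (log2 differences 0.02 and 0.52 on the C-diet and the V-diet). It states the same of the 2 fatty acid catabolism genes, and here CPT1A was higher in C-fed fish (log2 difference 0.32, adjusted p = 1 from limma's contrast), as it is in the paper's table (fold change 1.4 in the paper, 1.25 here). The paper states that the genes of energy pathways and electron transport were higher with the V-diet; here the V-M list differences were 0.11 (adjusted p = 0.815) and 0.02 (adjusted p = 0.955), and quantile normalization gave 0.60 (adjusted p = 0.000932, and up to 0.988 over the alternatives) and 0.51 (adjusted p = 0.000622, and up to 0.994), while 75th percentile scaling passed for the energy pathways alone (0.38, adjusted p = 0.0477). For the macromolecule biosynthesis genes the paper gives the order V, M, C from high to low, and here the M mean was the highest (V-M -0.18, adjusted p = 0.733); quantile normalization (0.26), normexp background correction (0.18) and 75th percentile scaling (0.10) give the paper's order, without passing the threshold. The paper calls all 22 annotated liver genes, and none was called here in the F test; quantile normalization, array weights and both tissues in one fit call 3, 2 and 2 of them. Of its 45 annotated intestinal genes 8 were called here, and array weights call 43. With each fish left out, the F test called between 0 (without M replicate 6 or 7) and 16 (without M replicate 5 or C replicate 1) of the 45; the other alternatives called between 7 (normexp background correction) and 15 (both tissues in one fit), and between the diets in the liver 75th percentile scaling called ACTN3 (V-M) and NCOA4 (V-C), normexp background correction called CYP51A1 and TM7SF2 (V-M), quantile normalization called TM7SF2 and ACTN3 (V-M) and DRG1 and NCOA4 (V-C), and array weights and both tissues in one fit each called ACTN3 (V-M) and NCOA4 (V-C).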

Other observations

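The tests on the order of the intestine V columns and on the probes named in words were chosen after their result, or that of a wider set of probes, was seen.

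Each column of the authors' table of processed values was set against the log2 intensities of the deposited arrays. For 40 arrays the column equals the array of the same label up to a constant (standard deviation of the difference at most 4.25e-07). For all 8 intestine V columns it equals the array of another intestine V fish instead, at a fixed step: columns 1 and 2 match arrays 7 and 8, and columns 3 to 8 match arrays 1 to 6. All 8 columns fit a shift of the order in one of the sources, which of them cannot be read from the values. The shift stays within one diet and tissue, so it changes no comparison between diets, only which number an intestine V fish carries, and with it the replicate block and the correlations between fish of equal number. No biological explanation was tested.

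In the liver, the energy list was little changed between the V-diet and the M-diet. Among arrays of the same diet its mean rose with the interquartile range of the array's log2 signal (r = 0.911), and 4 of the 8 liver V arrays had a range under 3.7. These 4 arrays also had the lowest means of the energy list among the V-fed fish. A compressed signal range on some arrays may therefore hide or create differences of bright genes between the diets in the liver; this was tested within diets, and it leaves open whether the range itself follows from the RNA, the hybridization or the fish. The electron transport list had r = 0.92 (rho = 0.938, 24 arrays; permutation p = 1e-05 for both, the smallest that the permutations can give), the macromolecule biosynthesis list r = 0.802 (rho = 0.816, permutation p = 1e-05 for both) and the lipid and cholesterol list r = 0.686 (rho = 0.678, permutation p = 0.00041 and 0.00042), with adjusted p of at most 0.00084 over 8 relations. In the intestine the same relation was weaker (r between 0.314 and 0.467), and it fell to between 0.03 and 0.228 without the 2 arrays of most extreme range. Within the 2 scan days it was between 0.402 and 0.868, except for the cellular component list on one day (0.0916), and Spearman's rho of that list was 0.487 (adjusted p = 0.027), so the relation in the intestine stays open.

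A first set of 224 probes, which also held probes named by a sequence accession, had 4 with an adjusted p under 0.05 over the list alone and 2 over all probes in the intestine, and none in the liver (14 at an unadjusted p under 0.05 in limma's F test). After this was seen, the set was restricted to the 60 probes that the array names in words. In the intestine, 14 of them had an unadjusted p under 0.05 in limma's F test, none when adjusted over the list alone (smallest 0.0816) and none over all probes. In the liver, 3 had an unadjusted p under 0.05 and none passed either adjustment (smallest over the list alone 0.535).

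The paper's lists of the other tissue were also computed. In the intestine, the 4 lipid and cholesterol genes of the liver table had a V-M difference of 1.72 and a C-M difference of 0.08, against 1.49 and 0.70 in the liver, and the difference between the tissues did not pass (adjusted p = 0.84 and 0.597). The effects of the other liver lists did not differ between the tissues either (smallest adjusted p 0.241).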
